# Milk fat globule EGF and factor V/VIII domain containing (MFGE8) as a novel player in equine endometrial fibrosis

**DOI:** 10.1038/s41598-026-46595-7

**Published:** 2026-04-09

**Authors:** Elena zu Klampen, Gregor Neufeld, Claudia Klein

**Keywords:** MFGE8, TGF-β1, CCN2, TAGLN, Equine endometrial fibrosis, Endometrosis, Cell biology, Diseases, Molecular biology

## Abstract

With increasing age, mares are frequently affected by endometrial fibrosis. Transforming growth factor beta 1 (TGF-β1) promotes fibrosis, while milk fat globule EGF and factor V/VIII domain containing (MFGE8) primarily exerts antifibrotic effects. We used in situ hybridization analysis (ISH) to investigate *MFGE8*, *TGFB1* and its downstream effectors cellular communication network factor 2 (*CCN2*) and transgelin (*TAGLN*) in equine endometrial fibrosis. Additionally, transcriptional effects of TGF-β1 and MFGE8 on equine endometrial fibroblasts in vitro were investigated by single cell sequencing. Fibrotic areas overexpressing *TGFB1* displayed increased *CCN2* and *TAGLN* expression. The vast majority of glandular areas overexpressing *MFGE8* were affected by fibrosis, confirming its relevance in equine endometrial fibrosis. Single cell sequencing following TGF-β1 exposure of fibroblasts confirmed its profibrotic effects. MFGE8 treatment effects were subtler, including decreased profibrotic leukemia inhibitory factor expression and an upregulation of interferon alpha and beta signaling in a subset of cells. In a fibroblast subpopulation, upregulation of phosphatase and tensin homolog signaling, indicated an antifibrotic effect of MFGE8. In conclusion, our study reaffirms the profibrotic effects of TGF-β1 and highlights MFGE8 as a novel player in equine endometrial fibrosis with our results suggesting an antifibrotic effect of MFGE8.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-46595-7.

## Introduction

As mares age, the likelihood of fibrotic degeneration, also referred to as endometrosis, increases^1^. The vast majority of mares older than 11 years display signs of chronic degenerative changes within the endometrium, with those changes being most often severe in mares older than 16 years. Properly functioning endometrial glands are crucial during early pregnancy through the production of histotroph, explaining the negative impact of endometrial fibrosis on fertility, as fibrotic changes primarily affect endometrial glands^2^. Fibrosis is the result of imbalanced mechanisms that orchestrate tissue repair and can affect almost any tissue in the body. Mechanisms of wound healing and the fundamental pathogenetic mechanisms of fibrosis are conserved to a certain extent across species and tissues^3^. The multifactorial nature and slow progression of fibrotic conditions make it difficult to elucidate their etiology and pathophysiology. Equine endometrial fibrosis is histomorphologically characterized by periglandular fibrosis, resulting in glands surrounded by multiple concentric layers of (myo-) fibroblasts and excess extracellular matrix (ECM), with multiple glands often forming so-called “nests”^4^. Histomorphological differentiation and glandular epithelial cell integrity may also be impaired^5^. Currently, there are no effective treatment options for equine endometrial fibrosis, and therapeutic strategies for other fibrotic diseases affecting humans are limited.

Myofibroblasts are a central player during the course of fibrotic degeneration. Myofibroblasts most commonly originate from normal fibroblasts through phenotypic transition^6^. Myofibroblasts are characterized by the expression of smooth muscle markers such as alpha-smooth muscle actin (α-SMA) and contribute to the progression of fibrosis through excess production of extracellular matrix components such as collagen and elastin^7,8^. In equine endometrial fibrosis, the presence of periglandular myofibroblasts has been reported^9^. Transforming growth factor beta 1 (TGF-β1) is a key cytokine in the development of fibrotic diseases, primarily by promoting myofibroblast differentiation and activation^10^ and endometrial tissue affected by fibrosis displays enhanced activity of TGF-β1^11^. Multiple other downstream effector molecules of TGF-β1, such as cellular communication network factor 2 (CCN2)^12^ and platelet-derived growth factors (PDGF)^13^ among others have been attributed a role in mediating the profibrotic effects of TGF-β1. Similarly, transgelin (*TAGLN*), an actin-binding protein and marker of smooth muscle cells, is induced by TGF-β1 and has been associated with fibrosis^14^.

Upon in situ hybridization we recently discovered the expression of milk fat globule EGF and factor V/VIII domain containing (*MFGE8*) surrounding endometrial glands affected by fibrotic changes (unpublished observation). The role of MFGE8 within the context of fibrotic changes in various organs has been studied quite extensively, with the majority of results revealing MFGE8 to exert antifibrotic effects^15–17^. MFGE8 consists of a C-terminal blood coagulation factor V and VIII-like discoidin C1 and C2 domain; the N-terminal side harbors a species-specific number of epidermal growth factor-like domains (EGF repeats) that contain an arginine-glycine-aspartic acid motif (RGD)^18^. The discoidin C1 and C2 domains can bind to phosphatidylserine on apoptotic cells^19^ or to collagens^15^, thereby mediating their uptake by macrophages that bind to the EGF repeat. In this manner, antifibrotic effects of MFGE8 have been described in post-infarct myocardial by promoting the uptake of apoptotic cells^20^ and pulmonary fibrosis via mediating the uptake of collagen^15^. Arteriosclerosis represents one notable exception to the antifibrotic nature of MFGE8, as MFGE8 promotes the proliferation of vascular smooth muscle cells and the osteogenic transdifferentiation during age-associated arterial wall remodeling^21^. The role of MFGE8 in the context of equine endometrial fibrosis has to the best of our knowledge not been investigated.

The aim of the present study was to investigate the roles of MFGE8 and TGF-β1 in the context of equine endometrial fibrosis. We hypothesized *MFGE8* to be expressed in fibrotic glands and exogenous MFGE8 to elicit a profibrotic transcriptional response in cultured endometrial fibroblasts. The expression of *MFGE8*, *TGFB1*, *CCN2,* and *TAGLN* was therefore examined through in situ hybridization in endometrial tissue. Single cell sequencing was used to determine the effects of MFGE8 and TGF-β1 on the transcriptome of equine endometrial fibroblasts in vitro. A single cell sequencing approach was chosen to account for potential heterogeneity among fibroblasts that might affect the transcriptional response to MFGE8 and/or TGF-β1.

## Results

### In situ hybridization analysis

#### Expression in non-fibrotic endometrium

Distinct *CCN2* expression was visible in luminal epithelial cells and glandular epithelial cells located in close proximity to the luminal epithelium (except for one mare). This was not the case for the remaining glandular epithelial cells (Fig. 1 Supplementary Figure M1). Blood vessels were characterized by a strong expression of *TAGLN*, a clear expression of *CCN2,* and often by a marked expression of *MFGE8*. *TAGLN* and *MFGE8* expression was distinctly visible in stromal cells, with the strongest expression observed subluminally, gradually decreasing through the stratum compactum and becoming weaker in the deeper layers. Weak *TGFB1* expression was present in luminal and glandular epithelial cells (particularly subluminal) and more irregularly in stromal cells throughout the endometrium evident by regularly dispersed punctuate dot signals.

**Fig. 1:**
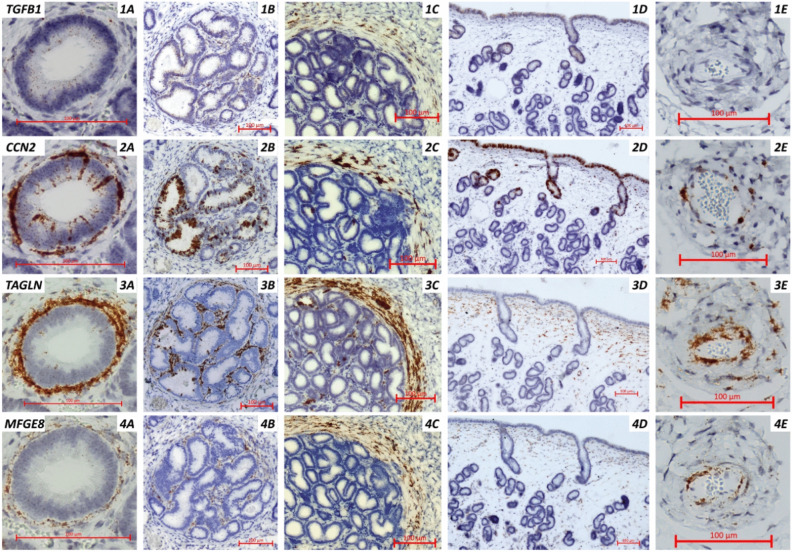
Exemplary localization of (1) *TGFB1*, (2) *CCN2*, (3) *TAGLN*, and (4) *MFGE8* expression in corresponding areas of equine endometrium (n = 8 mares) by in situ hybridization. Brown dots/areas indicate the expression of the respective transcript on sections counterstained with hematoxylin. (**A**) Single gland mildly affected by fibrosis with regular but sparse TGFB1 expression predominantly in the glandular epithelial cells, distinct expression of CCN2 in the glandular epithelial cells and the periglandular stromal cells, and overexpression of TAGLN and MFGE8 in the concentric periglandular stromal cells (**B**, **C**) Glandular nests severely affected by fibrosis with clear staining of all four genes, (**B**) predominantly in the central areas of the nest or (**C**) in the concentric layers of periglandular stromal cells. (**D**) Luminal epithelium and subluminal area with weak but regular epithelial expression of *TGFB1,* strong epithelial expression of *CCN2,* and subluminal stromal cell expression of *TAGLN* and *MFGE8*. (E) Vessel without *TGFB1* but with expression of *CCN2*, *TAGLN* and *MFGE8*. Bar 100 µm.

#### Expression in fibrotic endometrial glands

Sixty-eight glandular areas were examined, 56 of which displayed signs of fibrosis. Twenty-four glandular areas had 1 to 3 layers, 28 areas had 4 to 10 layers, and 4 areas had more than 10 layers of concentric fibroblasts. The remaining twelve glands presented no visible signs of fibrosis but were included in the analysis as they displayed slight or moderate staining for one or more of the genes investigated. Distinct fibrotic areas not displaying enhanced expression of one of the genes examined were infrequently present but were not included in the current analysis. Forty-four areas displayed increased MFGE8 staining, 38 of which were affected by fibrosis. The co-expression of the investigated genes and the corresponding histomorphologic evaluation of the area are depicted in Fig. 2 (for more details see Supplementary Figure M1 and Supplementary Table M2). *TGFB1* expression was determined for a smaller number of samples from 6 mares (n = 2 estrus, n = 4 diestrus; n = 3 category III, n = 2 category IIB, n = 1 category IIA; in total 48 glands), as the majority of glands affected by fibrosis did not display increased staining for *TGFB1* (mare #10 represented an exemption, with 7/10 fibrotic glands/nests expressing *TGFB1*). Instead, the expression and localization of the TGF-β1 downstream effector molecules *CCN2* and *TAGLN* were determined for all samples. In general, no clear cycle dependent pattern was discernable for fibrotic glands.

**Fig. 2:**
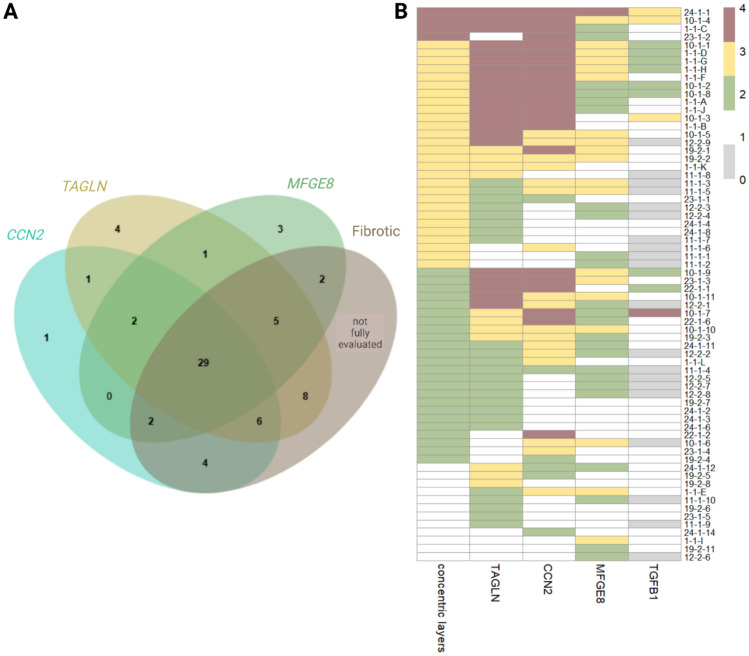
Co-expression of *TGFB1, CCN2*, *TAGLN*, and *MFGE8* in 68 endometrial glandular areas affected by fibrosis (n = 8 mares). (**A**) Venn diagram displaying results of the in situ hybridization analysis of the increased gene expression of *CCN2*, and/or *TAGLN*, and/or *MFGE8* in glandular areas affected by fibrosis. (**B**) Overview of the number of concentric fibroblasts layers and staining intensity of *TAGLN*, *CCN2*, *MFGE8* and *TGFB1*. The number of concentric layers is depicted as dark red ("4") for > 10 layers, yellow ("3") for 4 to 10 layers, green ("2") for 1 to 3 layers, and white ("1") for no layers. The staining intensity is denoted as red ("4") for intense, yellow ("3") for moderate, green ("2") for slightly more, and white ("1") for no difference compared to the basic gene expression. Grey (“0”) indicates areas which where not analyzed for this gene.

Increased expression of *CCN2* was present in 41/56 (73%), of *TAGLN* in 48/56 (86%), and of *MFGE8* in 38/56 (68%) of fibrotic glands. Expression of *CCN2* was evident in glandular epithelial cells and periglandular stromal cells, *TAGLN* expression was noted predominantly in periglandular stromal cells and occasionally in glandular epithelial cells, and *MFGE8* staining predominantly localized to periglandular stromal cells. Glandular areas displaying more than 10 layers of concentric fibroblasts (n = 4) all exhibited intense *CCN2* staining and slight to intense *MFGE8* staining, with 3 of 4 glands displayed intense staining for *TAGLN*. The 28 moderately fibrotic (4 to 10 layers) glandular areas exhibited 12/28 intense or 7/28 moderate staining for *CCN2*, 13/28 intense or 4/28 moderate *TAGLN* expression, and 11/28 moderate staining intensity for *MFGE8*.

Of the 48 glandular areas additionally investigated for *TGFB1*, 12 glands displayed increased staining. The evaluation of *TGFB1* expression by fibrotic areas was more difficult compared to the other targeted transcripts as glandular epithelial cells throughout the endometrium displayed low levels of *TGFB1* expression marked by regularly dispersed punctuate dot signals. *TGFB1* expression by glands was only categorized as increased if the punctuate staining dots were more pronounced than the expression in the remaining endometrium. With one exception, all glandular areas displaying an increased expression of *TGFB1* also exhibited intense staining for *CCN2* and *TAGLN*, and all—except for two areas—displayed weak to intense *MFGE8* staining.

### Single cell sequencing

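For single cell sequencing, endometrial fibroblasts of 4 mares were grown on collagen-coated hydrogels, and the cells of the 4 mares were pooled for each treatment group before loading. Each pool was made into 1 droplet library, in which every captured transcript carries a unique molecular identifier (UMI), so that copies made by amplification are not counted. The control library received no supplementation, and the TGF-β1 library received 10 ng/ml TGF-β1 for 24 h. The MFGE8-treated cells were not analysed here. For each library, the authors deposited the UMI counts per gene and cell barcode that Cell Ranger made against the EquCab3.0 genome with the Ensembl annotation. The methods name Cell Ranger 7.1.0, and the header of the deposited counts names 8.0.1. The values were whole numbers without normalization, and barcodes that the study's filters exclude were still among them. The control library held 4384 barcodes with 214282770 UMIs, and the TGF-β1 library held 5124 barcodes with 224189951 UMIs. Both libraries listed the same 21426 genes, of which 5196 had an Ensembl identifier and no symbol. No genomic positions were used.

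The cells that passed the UMI, gene and mitochondrial filters of the methods were kept. Their UMIs were summed per library, scaled to counts per 1000000 UMIs (CPM), and compared as the log2 ratio of TGF-β1 over control, without a pseudocount. The 95% intervals of these ratios are exact binomial (Clopper-Pearson) and cover counting error only. There was 1 library per condition, and cells were not assigned to mares here, because the study took that assignment from genotypes in the reads. There is therefore no replicate, no test of TGF-β1 against control was made, and every difference describes these 2 libraries.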

Initial alignment of single cell RNA-sequencing reads revealed an average of 152,130 reads per cell, with over 93% of reads being classified as within cells. The Barcode Rank Plot indicated no compromise in sample quality. Following the application of exclusion criteria, on average 955 cells per mare and treatment remained. 

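Of the deposited barcodes, 3865 of the control library (88.2%, exact 95% binomial interval 87.2% to 89.1%) and 4513 of the TGF-β1 library (88.1%, 87.2% to 89.0%) had at least 20000 UMIs, at least 3500 genes and less than 4% of UMIs on the 13 mitochondrial genes. This is a mean of 1047 cells per mare and library. The kept cells held 210497250 UMIs in the control library and 219731144 in the TGF-β1 library, with a median of 50313 and 43142 UMIs per cell. The study also removed doublets, droplets with more than 1 cell, by genotype. In place of that step, Scrublet, which compares cells with simulated doublets, was tried on the counts. It marked 2 control cells and 0 TGF-β1 cells, which is too few for a useful call, and no doublets were removed. A UMI minimum of 10000 moved the number of TGF-β1 cells most, to 4582.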

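The kept cells of the control and TGF-β1 libraries were clustered again in Seurat 5.3.0, with 2000 variable genes, 30 dimensions, canonical correlation integration over the 2 libraries and a resolution of 0.5. The text of the methods does not name the integration method. This gave 8 rebuilt clusters, numbered 0 to 7, which hold between 108 and 882 control cells and between 58 and 1215 TGF-β1 cells. The numbers of the rebuilt clusters are not those of the paper, and the 2 sets of clusters were not matched. A resolution of 0.8 moved the number of clusters most, to 11, and a resolution of 0.3 gave 6.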

A total of eight clusters were present and are displayed as color-coded UMAP plots in Fig. 3 and Supplementary Figure M2 (the number of cells per cluster is provided in Supplementary Table M3). 

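To compare cells of unequal depth, every kept cell was thinned at random to 20000 UMIs. After thinning, UMIs of vimentin (*VIM*) and *COL1A1* were found in 100% of the 3865 control cells and of the 4513 TGF-β1 cells, with lower 95% binomial limits of 99.9% in both libraries. *VIM* had 4399 CPM in control cells and 2240 CPM in TGF-β1 cells, and *COL1A1* had 5608 and 6376 CPM. The epithelial marker *EPCAM* was found in 0.0259% of control and 0.0443% of TGF-β1 cells, and *CDH1* in 0.0259% of control cells and in 0 of 4513 TGF-β1 cells (upper exact limit 0.0817%). The endothelial marker *PECAM1* was found in 0.0517% and 0.0443% of cells, and *VWF* in 0.88% (0.61% to 1.23%) and 0.399% (0.237% to 0.63%). The libraries were made from cultured fibroblasts, and no other cell type was identified that should lack these genes and could be used to measure free RNA. The shares of *EPCAM*, *CDH1* and *PECAM1* are therefore not read as expression. Of the immune list, from which these genes were chosen after their values were seen, *PTPRC* was found in 0 thinned cells of either library (upper limits 0.0954% and 0.0817%), *CD68* in 56.3% of control and 56.1% of TGF-β1 cells, and *CD14* in 24.6% and 17.5%. Of the other epithelial markers, *KRT8* was found in 25.8% (24.4% to 27.2%) of control and 3.28% (2.78% to 3.84%) of TGF-β1 cells. *KRT7* was found in 23.2% and 11.8%, *MUC1* in 1.27% and 1.02%, and *CLDN4* in 0.207% and 0.310%. For these shares, too, free RNA was not measured. Rebuilt cluster 3, with 742 control and 621 TGF-β1 cells, had *KRT7* and *KRT8* among its 10 leading genes.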

All cells expressed *VIM* and *COL1A1*, while the expression of epithelial cell markers *EPCAM* and *CDH1* or the endothelial markers *PECAM* and *VWF* were negligible, confirming stromal cell identity.

**Fig. 3:**
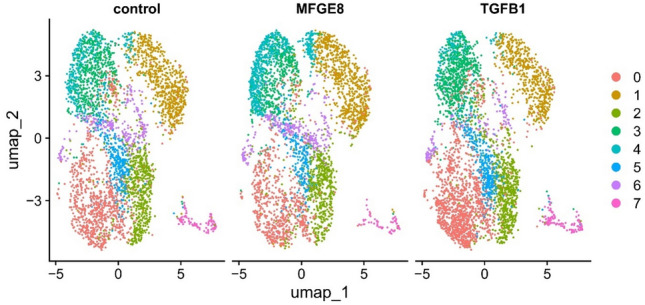
UMAP visualization of high dimensional single cell sequencing data for the control, MFGE8, and TGF-β1 (abbreviated as TGFB1 in this figure) treatment groups after integration. For each group, endometrial fibroblasts from different mares (n = 4) were pooled. In total, eight clusters (cluster 0–7) were present.

#### Characterization of clusters within control, MFGE8, and TGF-β treated samples

Figure. 4 provides an overview of the number of transcripts differentially expressed in between clusters and a graphical overview of the main characteristics of these clusters (number of DEGs per cluster, presumptive cell cycle stage, and origin of cells based on mare identity). Supplementary Tables M4 M6 list all DEGs, and Supplementary Tables M7 to M9 provide details of the IPA pathway analysis. The MDS plot (Fig. 5) divides mare 1 and the remaining mares into two groups, accounting for 22% of the variability. This variability between mare 1 and the remaining mares is reflected in cluster 1, which is almost exclusively (98%) composed of cells from mare 1. Since cells were not labelled prior to pooling for single cell sequencing, is was not possible to assign individual samples to the individual mare they originated from following demultiplexing of sequencing results. 

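Rebuilt cluster 6 was cycling-like: its 10 leading genes included *CENPF*, *CDC20*, *CCNA2*, *ASPM* and *BUB1B*, and all 9 of the cycling markers found in the files were more than 2-fold higher in it than in the other cells. It held 135 of 3865 control cells (3.49%, exact 95% binomial interval 2.94% to 4.12%) and 156 of 4513 TGF-β1 cells (3.46%, 2.94% to 4.03%). Counting instead the cells with at least 3 cycling markers after thinning gave 9.26% (8.37% to 10.2%) of control and 7.91% (7.14% to 8.74%) of TGF-β1 cells. This count is loose. Of the markers, *NUSAP1* was found in 92.1% of control and 96.5% of TGF-β1 thinned cells, and *UBE2C* in 20.1% and 23.1%. In the cells outside cluster 6, the same count gave 6.81% and 5.58%.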

For all treatment groups, cluster 7 contained cells in the DNA synthesis phase (S phase), gap 2 (G2) phase, or undergoing mitosis (as determined by IPA pathway analysis). Cells belonging to clusters 0 and 3 were characterized as being in the mitotic G1 phase and G1/S transition and cells belonging to clusters 1, 2, and 4 are most likely to contain cells in the G1 phase.

**Fig. 4:**
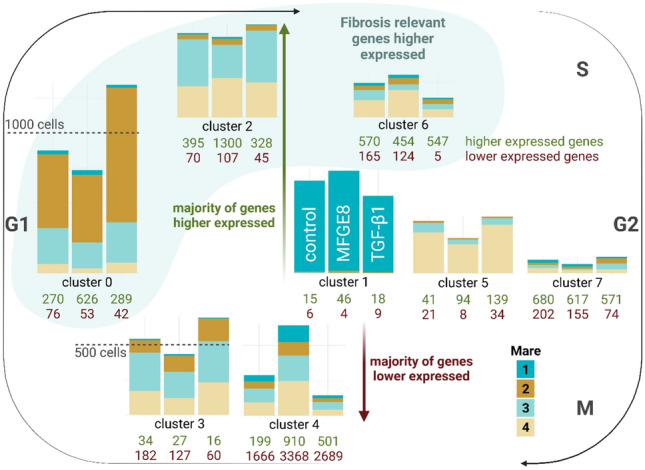
Heterogeneity of cultured fibroblasts isolated from equine endometrium (n = 4 mares), based on single cell sequencing analysis. The left column of each cluster represents the relative number of cells within the control group, the middle column represents the MFGE8 treatment group, and the right column represents the TGF-β1 treatment group. Upper green values below each column indicate the number of higher expressed genes, while lower red values indicate the number of lower expressed genes. Horizontal positioning of the clusters represents their concordance with a cell cycle-specific phase, based on Ingenuity Pathway Analysis.

**Fig. 5:**
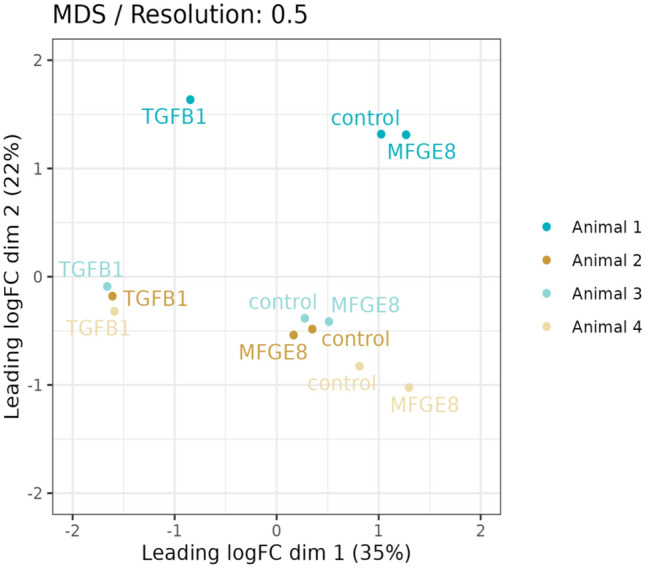
Effect of treatment and mare visualized in a multi-dimensional scaling plot. Equine endometrial fibroblast (n = 4 mares) were exposed to TGF-β1 (TGFB1) and MFGE8 for 24 h, followed by single cell sequencing.

Within control samples, cells belonging to clusters 1 and 5 did not display any significant results upon pathway analysis. The most significant enriched pathway for cluster 2 was “SUMOylation of intracellular receptors.” Cluster 4 displayed the highest number of differentially expressed genes compared to the remaining clusters. The pathways “PTEN Signaling” and “PPARα/RXRα Activation” were significantly enriched. A large number of pathways was significantly underrepresented. Regarding fibrosis-relevant genes, clusters 0 and 6, and to a lesser extent cluster 2, were of interest. Cells belonging to cluster 6 were characterized by a considerable number of enriched pathways pertaining to fibrosis, such as “Hepatic Fibrosis/Hepatic Stellate Cell Activation,” “Collagen biosynthesis and modifying enzymes,” and “Wound Healing Signaling Pathway,” amongst others. Cluster 0 was positively associated with “Smooth Muscle Contraction.”

#### Differential gene expression analysis following MFGE8 and TGFB1 exposure

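Of 7658 genes with a mean of at least 10 CPM over the 2 libraries, 339 differed by more than 2-fold between the TGF-β1 and the control library, 176 of them higher and 163 lower after TGF-β1. The count rests on size alone. A limit of 1.5-fold moved it most, to 970 genes, and a minimum mean of 1 CPM gave 837. The median log2 ratio of the 7658 genes was 0.0082. The 10 most abundant genes held 8.96% of control UMIs and 8.79% of TGF-β1 UMIs. Among those of the 7658 genes with a symbol and the same direction in all 8 rebuilt clusters, the 10 with the largest log2 ratio in each direction were singled out. The largest rise was that of *IGFBP3*. The largest fall was that of *KRT8*, from 114 to 4.48 CPM (log2 ratio -4.67, -4.77 to -4.58), followed by *C1R*, *PDE1A* (-3.05), *CFD*, *PSMB9*, *ADM* (-2.56), *MIP-2BETA* (-2.52), *TAPBPL* (-2.29), *PPL* (-2.25) and *SVEP1* (-2.23).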

 Table 1 provides an overview of the number of transcripts differentially expressed in between treatments, Supplementary Tables M10 and M11 list all DEGs, and Supplementary Tables M12 and M13 provide details of the IPA pathway analysis. The MDS plot (Fig. 5) revealed the distance between control and MFGE8-treated samples within cell lines to be much smaller than the distance between control and TGF-β1-treated samples, reflecting the stronger effect of TGF-β1 versus MFGE8 on gene expression.

**Table 1:** Number of significantly higher and lower expressed genes per cluster after differential gene expression analysis following MFGE8 and TGF-β1 treatment. Each cluster from the treatment group was compared to the corresponding cluster from the control group. Cells in cluster 4 were highly responsive to MFGE8. Results from cultured equine endometrial fibroblasts (n = 4 mares).

		cluster							
		0	1	2	3	4	5	6	7
control vs MFGE8	higher	3	1	27	4	45	18	5	1
	lower	11	20	4	12	795	22	9	3
control vs TGF-β1	higher	505	37	491	407	333	455	243	296
	lower	506	49	619	455	628	484	303	258

Exposure to TGF-β1 significantly activated pathways related to collagen metabolism such as “Collagen biosynthesis and modifying enzymes” or “Assembly of collagen fibrils and other multimeric structures” in all clusters, although not all z-scores reached the threshold of 2. 

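Across the collagen chain genes, 25 of 43 had a mean of at least 1 CPM, and their median log2 ratio of TGF-β1 over control was 0.22 (counting interval 0.20 to 0.26), with 19 genes higher and 6 lower. Among 10000 random lists matched on expression, this median lay at percentile 99.4. It was positive in all 8 rebuilt clusters, between 0.12 and 0.52. No alternative moved it beyond its counting interval. The enzymes that modify and cross-link collagen had a median log2 ratio of 0.44 (0.38 to 0.47) over 27 genes, 24 of them higher, and this median ranged from 0.33 to 0.60 over the clusters.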

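*FN1* (ENSECAG00000000701) rose from 1934 CPM in the control library to 6087 CPM in the TGF-β1 library, a log2 ratio of 1.65 (1.65 to 1.66) from 407071 and 1337568 UMIs. In the rebuilt clusters, the log2 ratio of *FN1* lay between 1.34 and 1.73, and all 8 were more than 2-fold higher after TGF-β1.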

Fibronectin 1 (*FN1*) was significantly upregulated in all clusters except cluster 1 after TGF-β1 exposure. Likewise, the pathways “Complement Cascade” and “Interferon alpha/beta signaling” were significantly affected in all clusters, with all clusters displaying a z score less than −2 (except cluster 1 for “Interferon alpha/beta signaling”), indicating an inhibition of these pathways. Likewise, “Interferon gamma signaling” was significantly downregulated in clusters 2–5. 

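The complement list had a median log2 ratio of -1.06 (counting interval -1.17 to -0.89) over its 15 genes with at least 1 CPM, 13 of them lower after TGF-β1. A minimum of 10 CPM moved it most, to -1.59 over 5 genes. The interferon alpha/beta list had a median of -0.75 (-0.79 to -0.69) over 33 genes, 29 of them lower, which the same minimum moved to -0.53 over 16 genes. Both medians lay at percentile 0 of the random lists. Over the rebuilt clusters, the complement median ranged from -1.18 to -0.80 and the interferon alpha/beta median from -1.01 to -0.43. The lists were written from general knowledge of these pathways, are not those of Ingenuity Pathway Analysis, and 8 genes of each were not found by symbol in the files.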

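The interferon gamma list had a median log2 ratio of -0.83 (counting interval -0.89 to -0.72) over 31 genes, of which 29 were lower after TGF-β1. The median was negative in all 8 rebuilt clusters, from -0.96 to -0.61. The gene farthest from 0, *VCAM1*, was chosen after its value was seen. It fell from 1473 UMIs in the control library to 4 UMIs in the TGF-β1 library, a log2 ratio of -8.59 (-10.46 to -7.23). From its pathway results, the paper reasons that the decrease of interferon signaling reflects a profibrotic state after TGF-β1. It proposes that this decrease allows for more production of collagen. The lists here had the same directions, lower for the interferon genes and higher for the collagen genes, but are not the pathways the paper used.

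**Figure D1:**
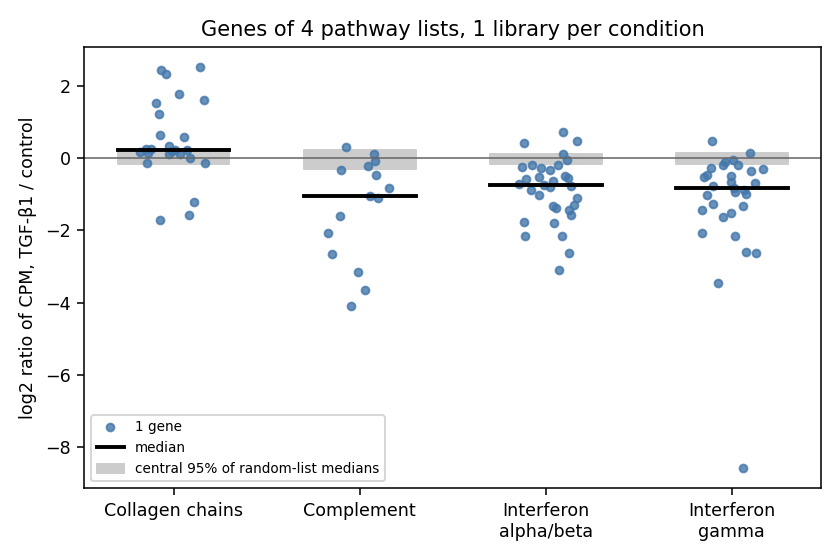
Log2 ratio of CPM, TGF-β1 over control, for each gene with a mean of at least 1 CPM in the collagen chain, complement, interferon alpha/beta and interferon gamma lists. Each point is 1 gene, black lines are the list medians (0.22, -1.06, -0.75 and -0.83), and grey bands hold the central 95% of medians of random lists matched on expression.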

Treatment with TGF-β1 furthermore led to a negative regulation of mitosis in cluster 7. 

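In the cycling-like rebuilt cluster, summed over 9801155 control and 9930002 TGF-β1 UMIs, 50 of 51 mitosis genes were lower after TGF-β1 and 1 was higher. Their median log2 ratio was -0.65 (counting interval -0.71 to -0.61), at percentile 0 of the random lists. Without integration, the median moved to -1.05. The S phase list had a median of -0.28 (-0.32 to -0.22) over 39 genes in the same cells. Over all kept cells, the mitosis list had a median of -0.44 (-0.53 to -0.41), and by rebuilt cluster this median was negative in 5 and positive in 3, up to 0.09.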

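*PDGFA* (ENSECAG00000038632) had 23.7 CPM in the control library and 31.8 CPM in the TGF-β1 library, a log2 ratio of 0.42 (0.37 to 0.48). *PDGFB* (ENSECAG00000018472) was near the limit of detection, with 31 and 232 UMIs in all kept cells, a log2 ratio of 2.84 (2.30 to 3.43). *PDGFC* (ENSECAG00000019512) rose from 96.9 to 241 CPM, a log2 ratio of 1.31 (1.29 to 1.34), and *TGFA* (ENSECAG00000011006) from 3.35 to 7.45 CPM, a log2 ratio of 1.15 (1.02 to 1.28). *AREG* (ENSECAG00000022525) rose from 7.16 to 70.1 CPM, a log2 ratio of 3.29 (3.21 to 3.37), which giving both libraries the same shares of the rebuilt clusters moved most, to 3.45. After thinning, *AREG* was found in 4.55% (3.92% to 5.26%) of control and 23.1% (21.9% to 24.4%) of TGF-β1 cells. The growth factor list, made of these genes and *IGFBP3*, had a median log2 ratio of 1.31 over its 5 genes with a mean of at least 1 CPM, which leaves out *PDGFB*. The paper reports all genes of this list as higher after TGF-β1 in the same libraries, so a positive median was fixed in advance.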

Several growth factors were upregulated following exposure of cells to TGF-β1, such as *PDGFA* (cluster 4), *PDGFB* (clusters 0, 2, 3, and 5), *PDGFC* (all clusters except cluster 1), *TGFA* (clusters 2, 3, and 5), and *AREG* (all clusters, mean FC 16.06). *IGFBP3* was also upregulated with a mean FC of 43.37 in all clusters except cluster 6.

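*IGFBP3* (ENSECAG00000018104) rose from 3.69 CPM in the control library to 108 CPM in the TGF-β1 library, 29.3-fold, a log2 ratio of 4.87 (4.77 to 4.98). After thinning, it was found in 5.38% (4.69% to 6.14%) of control cells and 40.0% (38.6% to 41.5%) of TGF-β1 cells.

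**Figure D2:**
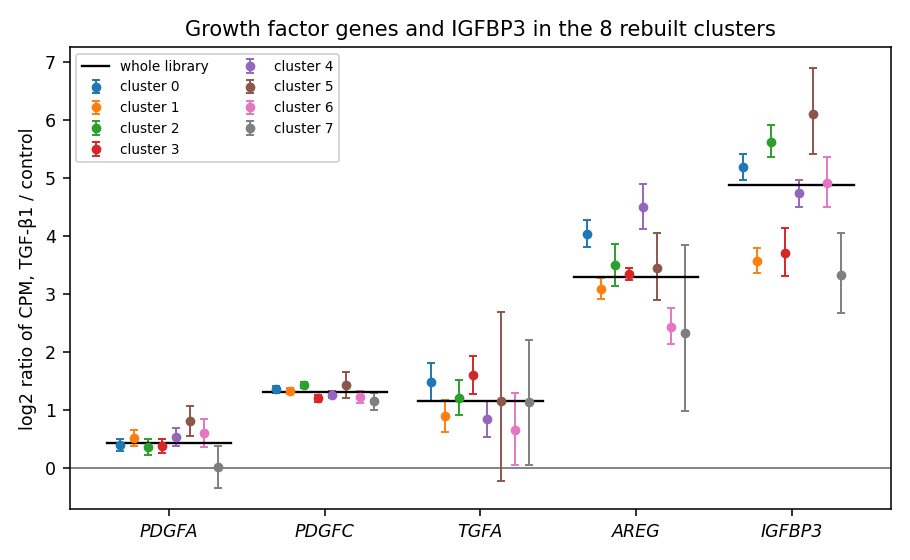
Log2 ratio of CPM, TGF-β1 over control, of *PDGFA*, *PDGFC*, *TGFA*, *AREG* and *IGFBP3* in each of the 8 rebuilt clusters (points, with 95% counting intervals) and in the whole libraries (black lines). *AREG* lies between 2.33 and 4.50 and *IGFBP3* between 3.33 and 6.11, above the other genes.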

Following exposure to MFGE8, cluster 4 contained the highest number of differentially expressed transcripts compared to the remaining clusters (840 DEGs versus 22 ± 18 DEGs). Pathways such as “Wound Healing Signaling Pathway,” “Pulmonary Fibrosis Idiopathic Signaling Pathway,” “WNT/Ca + pathway,” and “RHO GTPase cycle” were significantly downregulated, while “PTEN Signaling” underwent a significant activation. Cluster 2 and 5 were characterized by a significant enrichment of “Interferon alpha/beta signaling” and cluster 1 by a significant enrichment of “Oxidative Phosphorylation.” Supplementary Figure M3 depicts detailed results of “PTEN signaling” for cluster 4 of both MFGE8 and TGF-β1 treated cells.

## Discussion

The present study investigated the expression of *MFGE8*, *TGFB1*, *CCN2,* and *TAGLN* in equine endometrium affected by fibrotic changes using in situ hybridization and determined the effects of MFGE8 and TGF-β1 on the transcriptional response of equine endometrial fibroblasts in vitro through single cell sequencing. Importantly, instead of using conventional tissue culture plastic (TCP), fibroblasts were cultured on collagen-coated hydrogels with a stiffness value of 25 kPa. TCP has an unphysiologically high stiffness, which promotes myofibroblast formation. In a recent study we demonstrated the effect of matrix stiffness on the gene expression of equine endometrial fibroblasts in vitro and their transcriptional response to TGF-β1^46^.

In situ hybridization revealed the vast majority of glandular areas overexpressing MFGE8 to be affected by fibrotic degeneration (86%), underlining its relevance in equine endometrial fibrosis. *TGFB1* was predominantly expressed in glandular epithelium and to a lesser extent in periglandular stromal cells, however, the enhanced expression in fibrosis-affected glands was inconsistent. Increased *TGFB1* expression was evident in 25% of examined glandular areas, all of which also highly expressed *TAGLN*, a smooth muscle marker, and *CCN2*, a well-known downstream effector molecule of TGF-β1. Vice versa, not all glands with an increased expression of *TAGLN* and/or *CCN2* displayed an elevated signal for *TGFB1*. The presence of fibrotic glands displaying only basic *TGFB1* expression in the presence of intense *CCN2* and *TAGLN* expression likely indicates that temporarily elevated levels of *TGFB1* during the active phases of fibrotic progression are sufficient to induce the more stable expression of its downstream molecules *CCN2* and TAGLN, which both revealed a high level of concordance. Distinct temporal expression patterns of TGF- β1 in the course of wound healing have previously been reported^22^. 

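In the cultured fibroblasts, *CCN2* (ENSECAG00000016610) had 217 CPM in the control library and 389 CPM in the TGF-β1 library, a log2 ratio of 0.85 (0.83 to 0.86). It was higher after TGF-β1 in all 8 rebuilt clusters, with log2 ratios from 0.41 to 1.22, and more than 2-fold higher in 2 of them.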

Our data indicate that *CCN2*, which is known to be regulated by TGF-β1^23^, is a suitable downstream effector molecule of TGF-β1 to be investigated in lieu of the temporarily elevated *TGFB1.* Likewise, our single cell sequencing results revealed an upregulation of *CCN2* following exposure of equine endometrial fibroblasts to TGF-β1 in four of eight clusters. *CCN2* expression is, like *TGFB1,* mainly evident in glandular epithelial cells, suggesting that the signals responsible for the progression of fibrosis may originate primarily from the epithelium and subsequently exert their influence on periglandular stromal cells. Interestingly, within fibrotic nests a high variation in epithelial *CCN2* expression of adjacent glands was observed, indicating a non-uniform activity in fibrosis progression. Increasing levels of CCN2 have been reported in fibrotic tissue of various organs^24,25^ and our data support a central role of CCN2 in equine endometrial fibrosis based on the observed expression patterns.

Transgelin (TAGLN), one of the earliest markers of smooth muscle differentiation^55,56^, was included in the analysis as a potential novel marker for myofibroblasts. 

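*TAGLN* (ENSECAG00000056905) had 4603 CPM in the control library of fibroblasts and 7052 CPM in the TGF-β1 library, a log2 ratio of 0.62 (0.61 to 0.62). The ratio was above 0 in all 8 rebuilt clusters, from 0.45 to 1.35, and over 2-fold in 1. Over a list of 17 genes known to respond to TGF-β, the median log2 ratio was 0.39 (0.39 to 0.41), with 14 genes higher. The largest rises among them were those of *TGFBI* (2.32), *PMEPA1* (2.13) and *CNN1* (1.23), and the falls were those of *JUNB* (-0.64), *ID1* (-0.31) and *TGFB1I1* (-0.10).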

*TAGLN*, like *CCN2*, is a TGFβ-inducible gene^26^, which was confirmed by our single cell sequencing data. Given that the vast majority of glands marked by intense expression of *TAGLN* also displayed intense staining for *CCN2* and vice versa, it appears that *TAGLN* expression is most prominent in fibrotic glands that are in a transcriptional active state of fibrotic progression. The observation that all fibrotic glands overexpressing *TGFB1* also highly expressed *TAGLN* and the fact that TAGLN is one of the earliest markers of smooth muscle differentiation^26^ and has been associated with other fibrotic diseases further supports this assumption^14,27^.

It is of interest to note that twelve glands without any noticeable signs of fibrosis, such as concentric layers of fibroblasts, excessive extracellular matrix deposition, or dilation, nevertheless displayed increased expression of one or more of the transcripts investigated. Presumably, these glands are in a very early stage of fibrotic transformation. One intention of examining the potential co-expression of *MFGE8* with known markers of fibrotic progression such as *CNN2* and a smooth muscle marker was to address the question of whether MFGE8 is a cause of fibrosis or a response to fibrotic degeneration in the context of equine endometrial fibrosis. In case of a profibrotic effect of MFGE8, similar to the actions of MFGE8 in atherosclerosis^28^, we would have expected to observe a considerable number of glands expressing *MFGE8* prior to the increased expression of *CNN2* and *TAGLN*. Such a staining pattern was observed only in three non-fibrotic (and two fibrotic) glands. On the other hand, such a staining pattern would also be present if *MFGE8* were to exert an antifibrotic action. It is therefore not possible to draw a conclusion on the role of MFGE8 in equine endometrial fibrosis solely based on the in situ expression pattern, which prompted us to investigate the transcriptional response of endometrial fibroblasts to MFGE8 in vitro.

Single cell sequencing revealed a distinct response of cells to MFGE8 and TGF-β1 and furthermore revealed a certain degree of heterogeneity of cultured fibroblasts. Since cells were not labelled prior to pooling for single cell sequencing, it was not possible to assign individual samples to the individual mare they originated from following demultiplexing of sequencing results. Differing Kenney Doig scores could be a possible explanation for cluster 1 being composed exclusively of cells from mare 1. 

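Over all kept cells, the S phase list had a median log2 ratio of TGF-β1 over control of -0.03 (counting interval -0.06 to -0.0029) over 38 genes, at percentile 51.0 of random lists. By rebuilt cluster, this median was positive in 7, up to 0.27, and negative only in the cycling-like one. Cells of the cycling-like rebuilt cluster had a median of 68855 UMIs in the control library and 55928 in the TGF-β1 library, against 49952 and 42805 in the other cells.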

Heterogeneity was furthermore in part attributable to the cell cycle, with cells undergoing S phase, G2 phase, and mitosis forming a distinct cluster. Given that the majority of clusters contain cells from all four mares, it is less likely that the Kenney and Doig score impacted the results of the differential gene expression analysis. Cells belonging to cluster 4 revealed the most distinct gene expression pattern, as reflected by the high number of transcripts differentially expressed compared to the remaining clusters. The unique character of cells belonging to cluster 4 was also reflected by a distinct response to MFGE8 exposure not observed in the remaining clusters. Whether this observed heterogeneity of cells is comparable to freshly isolated equine endometrial fibroblasts is unknown. Given that cells from all 4 mares contributed more or less equally to cluster 4 increases the likelihood that this heterogeneity is also present in vivo.

Exposure of equine endometrial fibroblasts to TGF-β1 resulted in the transcriptional alteration of various transcripts encoding for members of the collagen family, Likewise, the ECM protein FN1 was upregulated after TGF-β1 exposure, which contributes to the excessive matrix deposition in fibrosis in various organs and is a potential target for antifibrotic treatment^29^, confirming previous studies which demonstrated an up-regulation of collagen and *FN1* expression in equine endometrial fibroblast in response to TGF-β1 exposure^30^. 

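Among collagen genes with a mean of at least 10 CPM, the largest rises after TGF-β1 were those of *COL8A1* (3.27 to 17.7 CPM, log2 ratio 2.44), *COL15A1* (65.5 to 223 CPM, 1.77), *COL12A1* (374 to 1067 CPM, 1.51), *COL6A3* (0.63) and *COL5A1* (0.57). *COL1A1* had a log2 ratio of 0.19 (0.18 to 0.19). The lowest were *COL14A1* (35.6 to 15.3 CPM, log2 ratio -1.22), *COL6A2* (-0.14), *COL16A1* (-0.12) and *COL4A2* (-0.01, -0.03 to 0.01). The sign of *COL4A2* changed to 0.02 with cells above the 98th percentile of UMIs removed.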

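The lysyl oxidase gene *LOX* rose from 68.6 CPM in the control library to 179 CPM in the TGF-β1 library, a log2 ratio of 1.38 (1.35 to 1.41). *TIMP1* rose from 3196 to 7898 CPM (1.31, 1.30 to 1.31) and *SPOCK3* from 5.31 to 12.6 CPM (1.25, 1.15 to 1.35). Both *LOX* and *TIMP1* were more than 2-fold higher in all 8 rebuilt clusters, and *SPOCK3* in 5. The list of *LOX*, *FN1*, *TIMP1*, *SPOCK3* and the *MMP* and *ADAMTS* genes had a median log2 ratio of 0.41 (0.37 to 0.47) over 26 genes, 16 of them higher and 10 lower. Of its *ADAMTS* genes with a mean of at least 10 CPM, *ADAMTS6* and *ADAMTS7* rose most (both 0.78), and *ADAMTS1* (-1.56), *ADAMTS12* (-0.64), *ADAMTS17* (-0.39) and *ADAMTS2* (-0.31) were lower. *MMP14* had a log2 ratio of -0.04 (-0.10 to 0.02), which was not detectable as a change over the whole libraries. In the rebuilt clusters its log2 ratio went both ways, from -0.77 to 0.33, higher in 3 and lower in 5. Of their counting intervals, 2 lay above 0 and 3 below. Of the 8 *MMP* genes with a mean of at least 1 CPM, 4 were higher, *MMP1* (1.70), *MMP9* (1.52), *MMP16* (0.41) and *MMP2* (276 to 367 CPM, 0.41), *MMP19* (-0.27) and *MMP17* (-0.62) were lower, and the change of *MMP11* (-0.06, -0.15 to 0.03) was, like that of *MMP14*, not detectable. These *MMP* genes other than *MMP14* were chosen after their values were seen.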

Transcriptional alteration of collagen cross-linking lysyl oxidase (*LOX*), members of metalloproteinase gene families (*MMPs* and *ADAMTS*) or their inhibitors, such as tissue inhibitor of metalloproteinases 1 (*TIMP1*) and testican 3 (*SPOCK3*) further confirms the impact of TGF-β1 on the course of fibrosis by influencing ECM remodeling^31,32^.

Cluster 1, composed almost exclusively of cells belonging to mare 1, comprises a subpopulation of cells more resistant to the profibrotic effects of TGF-β1, as evidenced by the lower number of differentially expressed genes compared to the remaining clusters. This deviation is potentially caused by the downregulation of “IL-17A Signaling in Fibroblasts”. Interleukin 17 A has previously been suggested to promote fibrotic-related processes in the equine endometrium^33^, while the inhibition of IL-17A signaling has been associated with a beneficial effect in lung and liver fibrosis in humans^34^.

Profibrotic effects of TGF-β1 are known to be mediated by platelet-derived growth factors (PDGF)^35^, which is reflected by an increase in *PDGFA*, *PDGFB,* and *PDGFC* transcript abundance in several clusters in the current study. 

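In the rebuilt clusters, *PDGFA* was higher after TGF-β1 in all 8, with 7 counting intervals above 0 and none of the ratios over 2-fold. *PDGFC* was more than 2-fold higher in all 8. *PDGFB* had more than 3 UMIs in both libraries in 3 clusters, where it was between 2.95-fold and 8.15-fold higher.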

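*TGFA* was higher in the TGF-β1 library in all 8 rebuilt clusters, between 1.58-fold and 3.04-fold, and over 2-fold in 5.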

TGF-α (structurally different from TGF-β) was upregulated in three clusters and has been associated with pulmonary fibrosis, in part through its effects on ECM regulation^36^. 

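*AREG* was between 5.01-fold and 22.6-fold higher after TGF-β1 in the 8 rebuilt clusters, with a mean of 11.3-fold. This mean was 10.05-fold at a resolution of 0.3, 16.5-fold at 0.8 and 8.84-fold without integration. The last value is not like the others, since most clusters were then almost all of 1 library.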

Amphiregulin (*AREG*), an autocrine growth factor for fibroblasts, displayed increased transcript abundance in all clusters (mean FC 16.06). The profibrotic effects of TGF-β1-induced overexpression of AREG have previously been described to drive pulmonary^37^ and hepatic fibrosis^38^ in humans, likewise in equine endometrium AREG has been implemented with dysregulated remodeling in fibroblasts^39^. Thus, the profibrotic effects of TGF-β1 likely are based not only on the direct effects of TGF-β1 itself, but also on its induction of other profibrotic growth factors.

Insulin-like growth factor binding protein-3 (IGFBP3) was highly upregulated (mean FC 43.37) in all but one cluster following TGF-β1 exposure. Similarly, exposure of WI-38 normal human lung fibroblasts to TGF-β1 for 24 h revealed IGFBP3 to be a highly induced transcript^40^, a phenomenon also observed in cardiac fibroblasts^41^. 

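In the 8 rebuilt clusters, *IGFBP3* was between 10.1-fold and 68.9-fold higher after TGF-β1, with a mean of 30.9-fold. The mean depended on the clustering. It was 23.6-fold at a resolution of 0.3, 33.1-fold at 0.8 and 8.87-fold without integration. In the last setting, most clusters were almost all of 1 library, with few cells of the other to compare. The last mean is therefore not like the others.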

Pilewski, et al.^42^ described higher levels of IGFBP3 in fibrotic lung tissue and proposed that IGFBP3 contributes to fibrosis through its ability to stimulate the production of extracellular matrix components such as fibronectin and collagen type I in normal primary adult lung fibroblasts.

Exposure of endometrial fibroblasts to TGF-β resulted in significant inhibition of the complement cascade in every cluster. This finding is somewhat surprising as the complement cascade has been implicated as a mediator of pulmonary fibrosis. 

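Among complement genes with a mean of at least 10 CPM, the largest falls after TGF-β1 were those of *C1R* (25.2 to 2.02 CPM, log2 ratio -3.64), *CFD* (219.5 to 35.0 CPM, -2.65), *SERPING1*, *CD81* (528 to 296 CPM, -0.84) and *CLU* (-0.48). Each of the 5 was lower in all 8 rebuilt clusters.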

Gu, et al.^43^ demonstrated that TGF-β1 reduces the complement inhibitory proteins “cluster of differentiation 46” and “55” (CD45, CD55) in lung epithelial cells, the absence of which activates the complement cascade, followed by enhanced TGF-β1 expression due to a downregulation of SMAD7, an antagonist of TGF-β1. However, the downregulation of, e.g., C1S and SERPING1 following TGF-β1 present in our data were, to a lesser extent, also present in fetal foreskin fibroblasts^43^. This might be reflective of the fact that even though general mechanisms of fibrosis pathogenesis are conserved, there are distinct differences between tissue and cell types.

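*C1S* (ENSECAG00000009519) fell from 15.9 to 1.79 CPM after TGF-β1, a log2 ratio of -3.15 (-3.30 to -2.99), and *SERPING1* (ENSECAG00000010963) from 15.2 to 5.03 CPM, a log2 ratio of -1.59 (-1.69 to -1.49). *C1S* was more than 2-fold lower in all 8 rebuilt clusters and *SERPING1* in 6. *SMAD7* rose from 29.5 to 61.0 CPM, a log2 ratio of 1.05 (1.00 to 1.09).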

Exposure to TGF-β1 led to a downregulation of type-I interferon signaling in all but one cluster. 

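Among genes of the type I interferon list with a mean of at least 10 CPM, *PSMB8* (log2 ratio -2.16), *IFI35* (-1.59), *EGR1* (-1.30), *IRF9* (-1.01) and *ISG15* (-0.75) fell most after TGF-β1, each in all 8 rebuilt clusters. *SAMHD1* rose by 0.73. The receptor gene *IFNAR2* fell from 6.02 to 2.30 CPM (-1.39, -1.54 to -1.24).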

Primary human airway fibroblasts have a reduced ability to produce the type-1 interferons alpha (IFN-α) and beta (IFN-β)upon prolonged exposure to TGF-β1^44^. Similarly, a reduction in type-II interferon (interferon gamma, IFN-γ) signaling was present in four clusters following exposure to TGF-β1. 

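Among genes of the type II interferon list with a mean of at least 10 CPM, the largest falls were those of *PSMB9* (48.2 to 8.00 CPM, log2 ratio -2.59), *PSMB8*, *PSMB10* (-2.07), *PSME2* (-1.64) and *IFNGR2* (19.8 to 7.29 CPM, -1.44), and all 5 were lower in every rebuilt cluster. *PTPN1* was the only one of these genes that was higher, by 0.13.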

The actions of TGF-β and interferon signaling on diverse cellular functions often have opposing effects, as evidenced by an antagonistic effect on collagen synthesis: TGF-β stimulates collagen synthesis, while IFN-γ exerts an inhibitory effect on collagen synthesis^45^. Similarly, in lung fibroblasts, IFN-γ treatment inhibited TGF-β1-induced effects such as increasing collagen production via the signal transducer STAT-1^46^. In a bleomycin-induced mouse model of pulmonary fibrosis, the increase of TGF-β1 in epithelial cells and the ECM was diminished by IFN-β treatment, reflecting a potential inhibitory effect of this type-I interferon on the progression of fibrotic changes^47^. The downregulation of type-I and type-II interferon signaling following TGF-β1 exposure reflects the profibrotic state induced by TGF-β1, as evidenced by the activation of pathways related to collagen metabolism, and likely allows for an increased production of collagen.

The presumptive antifibrotic nature of MFGE8 was mostly restricted to cells belonging to cluster 4, the cluster that displayed the highest number of differentially expressed genes following exposure to MFGE8. Pathways such as “Pulmonary Fibrosis Idiopathic Signaling Pathway” were significantly downregulated, pointing towards an antifibrotic effect of MFGE8. Pathway analysis further revealed “PTEN signaling” to be significantly enriched in cluster 4, reflected by a lower expression of *AKT3* and *MAPK1* amongst other transcripts. Phosphatase and tensin homolog (PTEN) has been attributed multiple roles in the context of fibrosis, such as promoting fibroblast apoptosis during collagen matrix contraction^48^, the inhibition of myofibroblast differentiation in vitro^49^, and the inhibition of type I and type III collagens and alpha smooth muscle actin expression in dermal fibroblasts^50^. Two studies have reported that the loss of PTEN in vivo promotes pulmonary fibrosis^49,51^ and in mice MFGE8 exerts antifibrotic effects in the course of liver fibrosis^52^. A closer look at the PTEN signaling pathway following the exposure to MFGE8 revealed the activation of PTEN signaling to result in a predicted inhibition of cell migration, cell growth, cell cycle progression, and actin cytoskeleton regulation. It is therefore likely that MFGE8 exerts an antifibrotic effect via PTEN signaling in the current study. IPA analysis revealed “PTEN signaling” to be also significantly enriched, but below the z-score threshold of 2, in cells belonging to cluster 4 following treatment with TGF-β1. A closer look at the PTEN signaling pathway however revealed the effects to be opposite from those of MFGE8, i.e. resulting in the predicted activation of cell migration, cell growth, cell cycle progression, and actin cytoskeleton regulation, while the prediction for apoptosis resulted in inhibition.

Cells belonging to cluster 4 were furthermore characterized by a negative regulation of the non-canonical WNT/Ca^2^⁺ pathway following exposure to MFGE8, both of which have been implicated in the pathogenesis of fibrotic conditions. While canonical WNT signaling is increased in patients suffering from idiopathic pulmonary fibrosis^53^, non-canonical WNT pathways and their complex interactions with the canonical pathway have been less studied in the context of fibrosis. The negative association with the WNT/Ca^2^⁺ pathway was, among other reasons, based on the downregulation of non-canonical *WNT5B*. WNT5B has been demonstrated to imitate a TGF-β1-induced fibroblast activation by increasing fibronectin, α-smooth muscle actin, and CCN2 expression in lung fibroblasts^54^. In synovial mesenchymal stem cells, WNT5B contributed to fibrosis by upregulation of collagen I expression^55^. The MFGE8-induced reduction of *WNT5B* supports an antifibrotic effect of MFGE8. MFGE8 exposure also had a negative impact on the RHO GTPase cycle in cluster 4 and. RHO GTPase signaling mediates fibroblast to myofibroblast transition^56^ and inhibition of RHO GTPase signaling has been discussed as a potential treatment option for fibrotic diseases^57^. These findings align with an antifibrotic effect of MFGE8.

In contrast to TGF-β1, exposure of fibroblasts to MFGE8 led to an upregulation of “Interferon alpha/beta signaling” in cluster 2 and 5, which matches previously published results for primary human intestinal myofibroblasts that responded to MFGE8 exposure with an increase in interferon alpha and beta signaling and a reduced production of ECM^58^. Since increased type-I interferon signaling demonstrated inhibitory effects on fibrosis^47^, this finding supports further an antifibrotic role of MFGE8.

Following MFGE8 exposure, leukemia inhibitory Factor (LIF) transcript abundance was reduced in five clusters. LIF, a member of the interleukin 6 family, is a pleiotropic cytokine that has been associated with fibrosis. In murine and human renal fibrotic lesions enhanced expression of LIF can be observed and LIF overexpression leads to renal fibrosis, whereas the knockdown of its receptor (LIFR) reduces the occurrence of renal fibrosis^59^. In fibrotic foci of idiopathic pulmonary fibrosis-affected tissue, co-expression of LIF and its corresponding receptor has been reported, and the profibrotic effects of TGF-β1 on pulmonary fibroblasts can be blocked in vitro through blocking LIFR^60^. The reduced expression of LIF following MFGE8 treatment might therefore be of antifibrotic nature. The reduced expression of LIF following MFGE8 treatment might therefore have an antifibrotic nature. A structurally truncated form of MFGE8, NP-011, has already been successfully tested to counteract the profibrotic effects of TGF-β1 in vitro and in vivo models of liver^17^ and pulmonary fibrosis^61^, and was recently tested in a phase 1 clinical trial^62^.

The expression of *TNFAIP3* (TNF alpha-induced protein 3 or A20), a zinc finger and ubiquitin-editing enzyme, was reduced in five clusters following MFGE8. Reduced levels of TNFAIP3 have been observed in skin and lung tissue affected by fibrotic changes, and fibroblasts exposed to TNFAIP3 in vitro display a reduced profibrotic response^63^. The lower expression of TNFAIP3 in the present study might therefore hint at a profibrotic effect of MFGE8.

The effects of MFGE8 were less pronounced compared to TGF-β1. Our data revealed opposing effects of MFGE8 and TGF-β1 on interferon beta signaling and their predicted effects in the context of PTEN signaling in a subpopulation of fibroblasts. Competing effects of both molecules have been previously reported, for example, MFGE8 binding to αvβ3 integrin receptors blocks the activation of latent TGF-β1^64^ and leads to a reduction in TGF-β1 receptor expression^52^. This raises the possibility that MFGE8 may be more effective in inhibiting other profibrotic effects, rather than having strong intrinsic antifibrotic effects. Moreover, effects beyond the transcriptional level require a different experimental setup. A further limitation was the limited number of animals used for single cell sequencing, the inclusion of samples from mares with differing Kenney and Doig categories, and failure to collect samples from mares with a synchronized cycle. A potential effect of endometrial category or individual variability cannot be fully excluded.

## Conclusion

In summary, our study confirms TGF-β1 as a driver of fibrosis in the equine endometrium. An increase in *TGFB1* expression was consistently associated with an increased expression of the profibrotic *CCN2* and the smooth muscle gene *TAGLN*. *TAGLN* displays potential as a promising myofibroblast marker in equine endometrial fibrosis. The profibrotic effects of TGF-β1 demonstrated by single cell sequencing included alterations in ECM remodeling, inhibition of type I and type II interferon signaling, and increased expression of growth factors such as PDGFs. Moreover, *IGFBP3* and the growth factor *AREG* were increased following TGF-β1 treatment in equine endometrial fibroblasts, the upregulation of which has recently been associated with equine endometrial fibrosis.

The vast majority of *MFGE8*-overexpressing glandular areas were affected by fibrotic degeneration, confirming the relevance of MFGE8 in equine endometrial fibrosis. The effects of MFGE8 treatment demonstrated by single cell sequencing were subtler compared to TGF-β1 and revealed a subpopulation of fibroblasts that responded with increased PTEN signaling, coupled with a reduction in WNT/Ca^2^⁺ pathway and RHO GTPase cycle signaling, overall indicating an antifibrotic effect of MFGE8. Additionally, MFGE8 was associated with an increase in interferon type I signaling, and downregulation of profibrotic *LIF*.

Future studies should consider the potential competing effects of both MFGE8 and TGF-β1 to further delineate the potential antifibrotic nature of MFGE8 in equine endometrial fibrosis.

## Materials and methods

### In situ hybridization

Surplus endometrial tissue samples obtained from cycling mares within the course of breeding soundness examinations was donated to research and utilized in the present study (Keros Embryo Transfer Center, Dr. Denis Necci). Experimental protocols were approved by the institutional animal welfare committee and were carried out in accordance with the German Animal Welfare Act. Tissues were immediately fixed in 10% neutral buffered formalin for 24 h and transferred to 70% ethanol prior to paraffin embedding. From the formalin-fixed, paraffin-embedded (FFPE) samples, sections of 5 µm were cut in series using a microtome (HM325 manual microtome, Thermo Scientific, MA, USA) and mounted on Superfrost plus slides (Superfrost®Plus, VWR International BVBA, Belgium). Biopsies from eight mares (n = 2 in estrus, n = 6 in diestrus) aged 15 to 20 years with varying degrees of fibrotic alterations were selected for further analysis by in situ hybridization. In situ hybridization was performed using RNAScope® technology (Advanced Cell Diagnostics, CA, USA). Reagents were used as recommended by the manufacturer. Custom-designed probes targeting *MFGE*8 (XM_023650232.2), *TGFB1* (XM_005596086.4), TAGLN (NM_001110134.1), and *CCN2* (XM_023651101.2) were implemented. Slides were baked at 60 °C for 1 h followed by deparaffinization. Target retrieval was carried out using Target Retrieval buffer for 15 min at ~ 98–100 °C followed by applying hydrogen peroxide solution for 10 min at room temperature. Protease pretreatment was carried out for 20 min at 40 °C. A hydrophobic barrier was drawn around the tissue, followed by target probe hybridization at 40 °C for 2 h. Signal amplification steps were carried out using AMP1–AMP6 at 40 °C as described by the manufacturer followed by HRP based diaminobenzidine (DAB) color development for 10 min. Slides were briefly immersed hematoxylin, dehydrated and a coverslip was mounted using a xylene-based, non-aqueous medium. Stained sections were evaluated by light microscopy (Axioscope 5, Zeiss, Germany, Plan-Apochromat 20x/0.80 Ph2 M27). Areas with increased expression of at least one gene were analyzed using a semi-quantitative four-level grading scale from “none or basic” (1) to “slight” (2), “moderate” (3), and “intense” (4). “None or basic” implies there was no detectable signal at all or staining intensity was similar to the remaining non-fibrotic endometrial tissue. “Slight” indicates slightly more staining in the corresponding glandular areas compared to the remaining areas. “Intense” was used to describe a level of staining so pronounced that individual stained spots were indistinguishable from each other, while “moderate” staining was judged to be in between “mild” and “intense.” Concentric layers of fibroblasts were recorded in accordance with Schoon, Schoon and Klug^65^ and classified into “no” (1), “mild” (2), “moderate” (3), and “severe” (4) fibrosis based on the scheme by Kenney and Doig^37,66^. A total of 68 glands were evaluated.

### Single cell sequencing

#### Isolation of endometrial fibroblasts

Endometrial fibroblasts were kindly provided by the Institute of Animal Reproduction and Food Research, Polish Academy of Sciences, Olsztyn (Dr. Anna Szóstek-Mioduchowska) and were obtained from mares with healthy endometria or solely mild fibrotic alterations in the absence of inflammatory cells (n = 4; mid-luteal phase, Kenney and Doig category I n = 3 and category IIA n = 1) using abattoir material (No experimental procedure was performed on live animals). Fibroblast isolation and classification of estrous cycle stage were performed as described by Szóstek-Mioduchowska, et al.^67^. Once reaching 90% confluence, fibroblasts were cryopreserved and shipped to our laboratory on dry ice. To obtain sufficient quantities of cells for subsequent experiments, cells were then passaged onto collagen (collagen type I, rat tail, Sigma-Aldrich) coated TCP flasks using our standard cell culture medium consisting of Dulbecco’s modified Eagle’s medium high glucose (DMEM-HXA, Capricorn Scientific, Germany) supplemented with 2 mM L-glutamine (Capricorn Scientific), 0.1 mM 2-mercaptoethanol (Sigma-Aldrich), 1 × non-essential amino acids (Capricorn Scientific), 0.1 mM sodium pyruvate (Sigma-Aldrich), penicillin 200 units/ml, streptomycin 0.2 mg/ml (Capricorn Scientific) supplemented with 10% FBS (sterile-filtered, Capricorn Scientific) in a humidified atmosphere at 38 °C with 5% CO₂ and passaged at 80% confluency prior to the start of the single cell sequencing experiment.

#### Single cell sequencing

Equine endometrial fibroblasts (passage 3) were seeded onto collagen-coated hydrogels 12-well plates (SW12-COL coated with collagen type I, rat tail, Softwell™ from Matrigen® LLC, CA, USA) at a seeding density of 100,000 cells per well and incubated for 24 h in a humidified atmosphere at 38 °C and 5% CO₂ using our standard cell culture medium described above supplemented with 10% FBS. To mitigate the potential effects of FBS, the medium was subsequently replaced with a medium containing 4% FBS for 24 to 48 h. From 48 to 72 h (treatment phase), cells were incubated using cell culture medium containing 0.1% BSA (fraction V, Thermo Fisher Scientific, MA, USA) instead of FBS and received either (1) no further supplementation (control), (2) were supplemented with 10 ng/ml human recombinant TGF-β1 (PeproTech, NJ, USA), or (3) were supplemented with 10 ng/ml mouse recombinant MFGE8 (R&DSystems, MN, USA). Following 24 h of incubation, cells were detached by incubation with 0.05% trypsin–EDTA (Capricorn Scientific) and mechanical scraping of the hydrogel. Cell viability was confirmed using trypan blue live-dead staining (Supplementary Table M1) and cells were counted utilizing a Neubauer chamber. For each treatment group, cells from the four different mares (50,000 cells per mare) were pooled for further processing. Suspensions were subjected to three centrifugation steps (300 RCF, 4 min) followed by resuspension in 0.04% BSA (Ultrapure™, Thermo Fisher Scientific) in PBS. A final filtration through 40 µm and 20 µm cell strainers (PluriSelect, Germany) was performed. Viability and cell number were confirmed by trypan blue staining. Single-cell solutions containing 700 to 1,200 cells per microliter were processed for single cell sequencing using the Chromium Next GEM Single Cell 3’Reagent Kits v3.1, Dual Index (10 × Genomics, CA, USA) following the manufacturer’s instructions. Resulting libraries were subjected to paired-end (100 bp) sequencing as multiplexed pools on a NovaSeq 6000 using an S4 Reagent Kit v1.5 4XP (290 pM, 200 cycles; Illumina, CA, USA).

#### Processing of single cell sequencing reads

Data integrity of FASTQ files was confirmed by md5sum testing and data quality was checked using FastQC^68^. The reference genome EquCab3.0.109 and the associated general transfer format file were downloaded from Ensemble (www.ensembl.org). Genome indexing was performed using the Cell Ranger mkref tool (v.7.1.0, 10 × Genomics), and the Cell Ranger count tool (v.7.1.0) was used for alignment to the reference genome. Using Souporcell^69^, pooled data sets for each treatment group were separated into the four individual animals, and doublets were excluded from further analysis. Cells with at least 20,000 unique molecular identifiers (UMIs), at least 3,500 genes, and containing less than 4% mitochondrial genes were kept for further analyses. Data sets were then merged into a single Seurat object and normalized using Seurat^70^. Following the integration of data (Seurat v.5), visualization was performed through the generation of uniform manifold approximation and projection (UMAP, resolution of 0.5) and multi-dimensional scaling (MDS) plots. Differential gene expression analysis was conducted in edgeR 4.2.2. Differentially expressed genes (DEGs) were determined (1) in between clusters for control and each of the treated samples with the aim to characterize heterogeneity amongst fibroblasts and (2) in between treatments (control vs. MFGE8 and control vs. TGF-β1). Transcripts displaying a false discovery rate (FDR) of less than 0.05 and a fold change of greater than +/- 2 were considered differentially expressed. Ingenuity pathway analysis (IPA; Qiagen, Hildesheim, Germany) was used to predict downstream effects. Pathways exhibiting a z-score above 2 or below −2 and a significant -log(p-value) greater than 1.3 (corresponding to < 0.05) were considered biologically relevant.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

## Data Availability

The sequencing data generated in this study have been deposited to Gene Expression Omnibus (GSE302877). To review GEO accession GSE302877: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302877 Enter token gtydgagarhajhip.

# Supplementary material for: Milk fat globule EGF and factor V/VIII domain containing (MFGE8) as a novel player in equine endometrial fibrosis
**Source:** Sci Rep. 2026 Apr 9;16:12045. doi: 10.1038/s41598-026-46595-7
**Supplement:** Supplementary file 11 — Supplementary Information 11.

**Supplementary Table M1** Quality management (A) before and (B) after single cell sequencing of pooled equine endometrial fibroblasts (n = 4 mares).

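Supplementary Table M1 lists the paper's values for each pool before and after sequencing. The paper's viability was 98.78% for the control pool and 95.6% for the TGF-β1 pool, with 185404 and 122825 reads per cell. Its sequencing saturation, the share of reads that repeat a UMI already seen, was 66% and 53.3%. Its UMI counts per cell, given as means, are 48210 and 41135. In the deposited counts, these were the medians per barcode, and the means were 48878 and 43753. The median number of genes per barcode was 6405 in the control and 6095 in the TGF-β1 counts, and 18252 and 18270 genes had a UMI.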

**Supplementary Figure M2** In situ hybridization results

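Supplementary Table M3 counts cells per cluster, treatment and mare after the study's filters and its removal of doublets by genotype. The paper's counts add up to 3676 control cells and 4051 TGF-β1 cells, against 3865 and 4513 cells here, where no doublets were removed. In the paper's counts, the share of each mare in the TGF-β1 cells divided by its share in the control cells was between 0.716 and 1.505.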

**Supplementary Table M3** Number of endometrial fibroblasts per cluster (n = 4 mares).

## Supplementary Figure M1 In Situ Hybridization Images

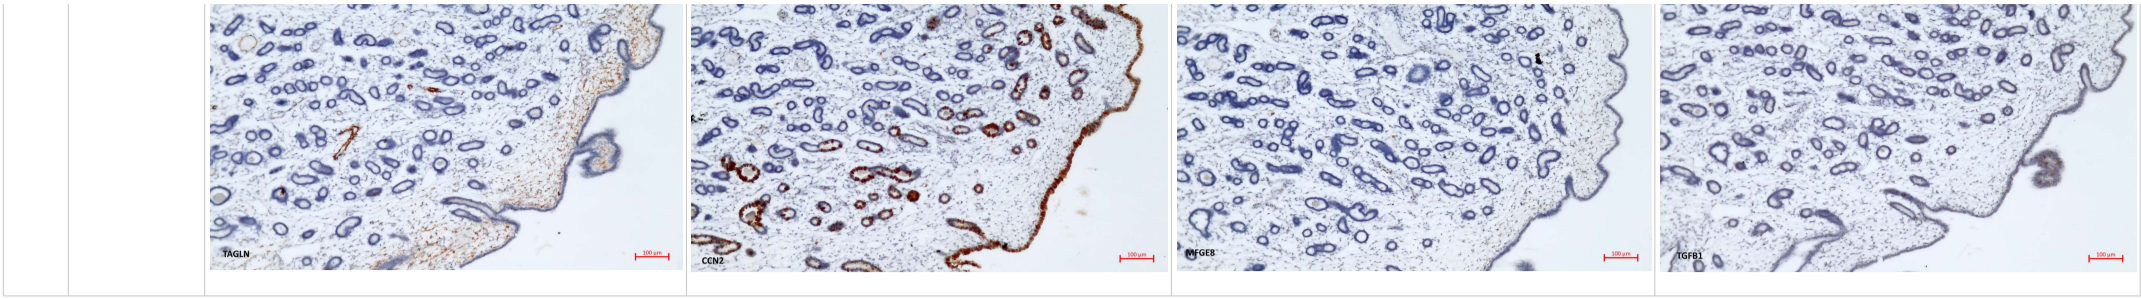

Mare 12-2

Mare 11-1

Vessels and subluminal Areas

Examples of Fibrotic Glandular Areas without  
Overexpression of *TAGLN*, *CCN2*, *MFGE8*, or *TGFB1*

**Supplementary Figure M2** UMAP of integrated data with a resolution of 0.5, split by treatment and mare (n = 4).

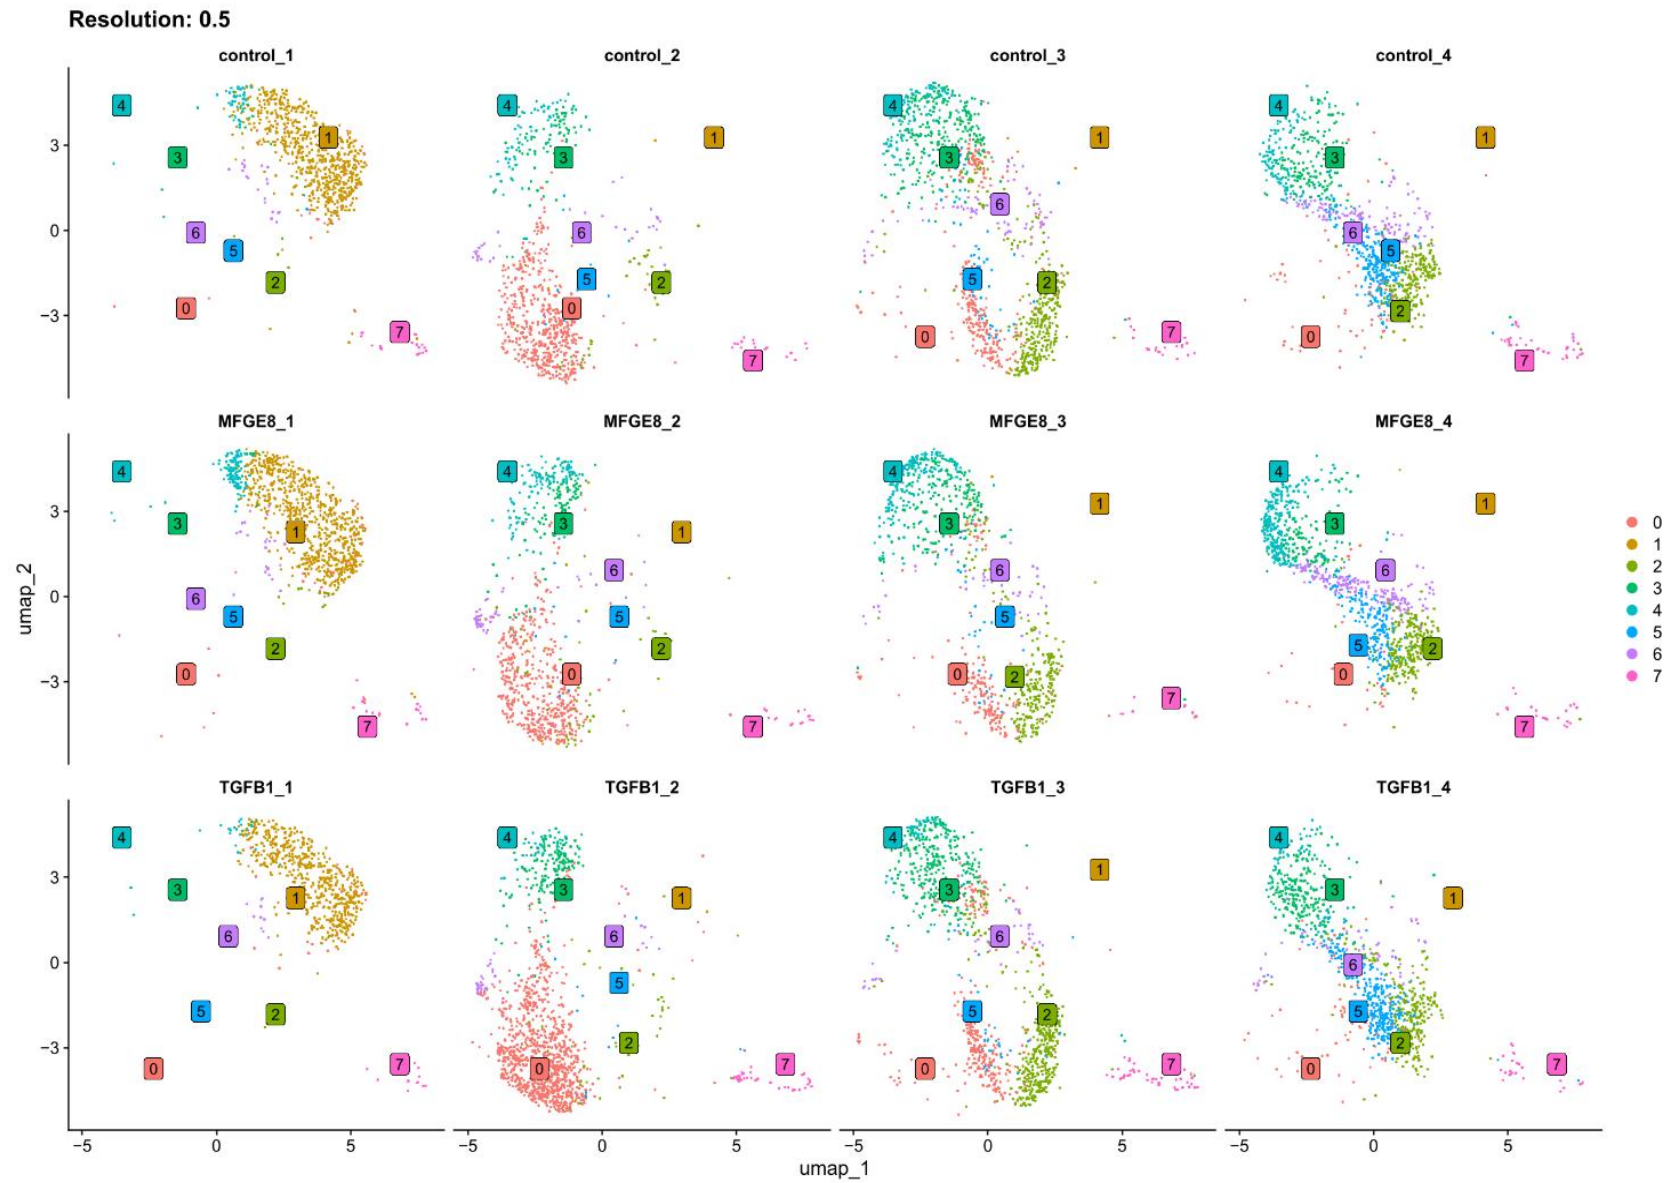

**Supplementary Figure M3** PTEN pathway from IPA - Treatments Cluster 4

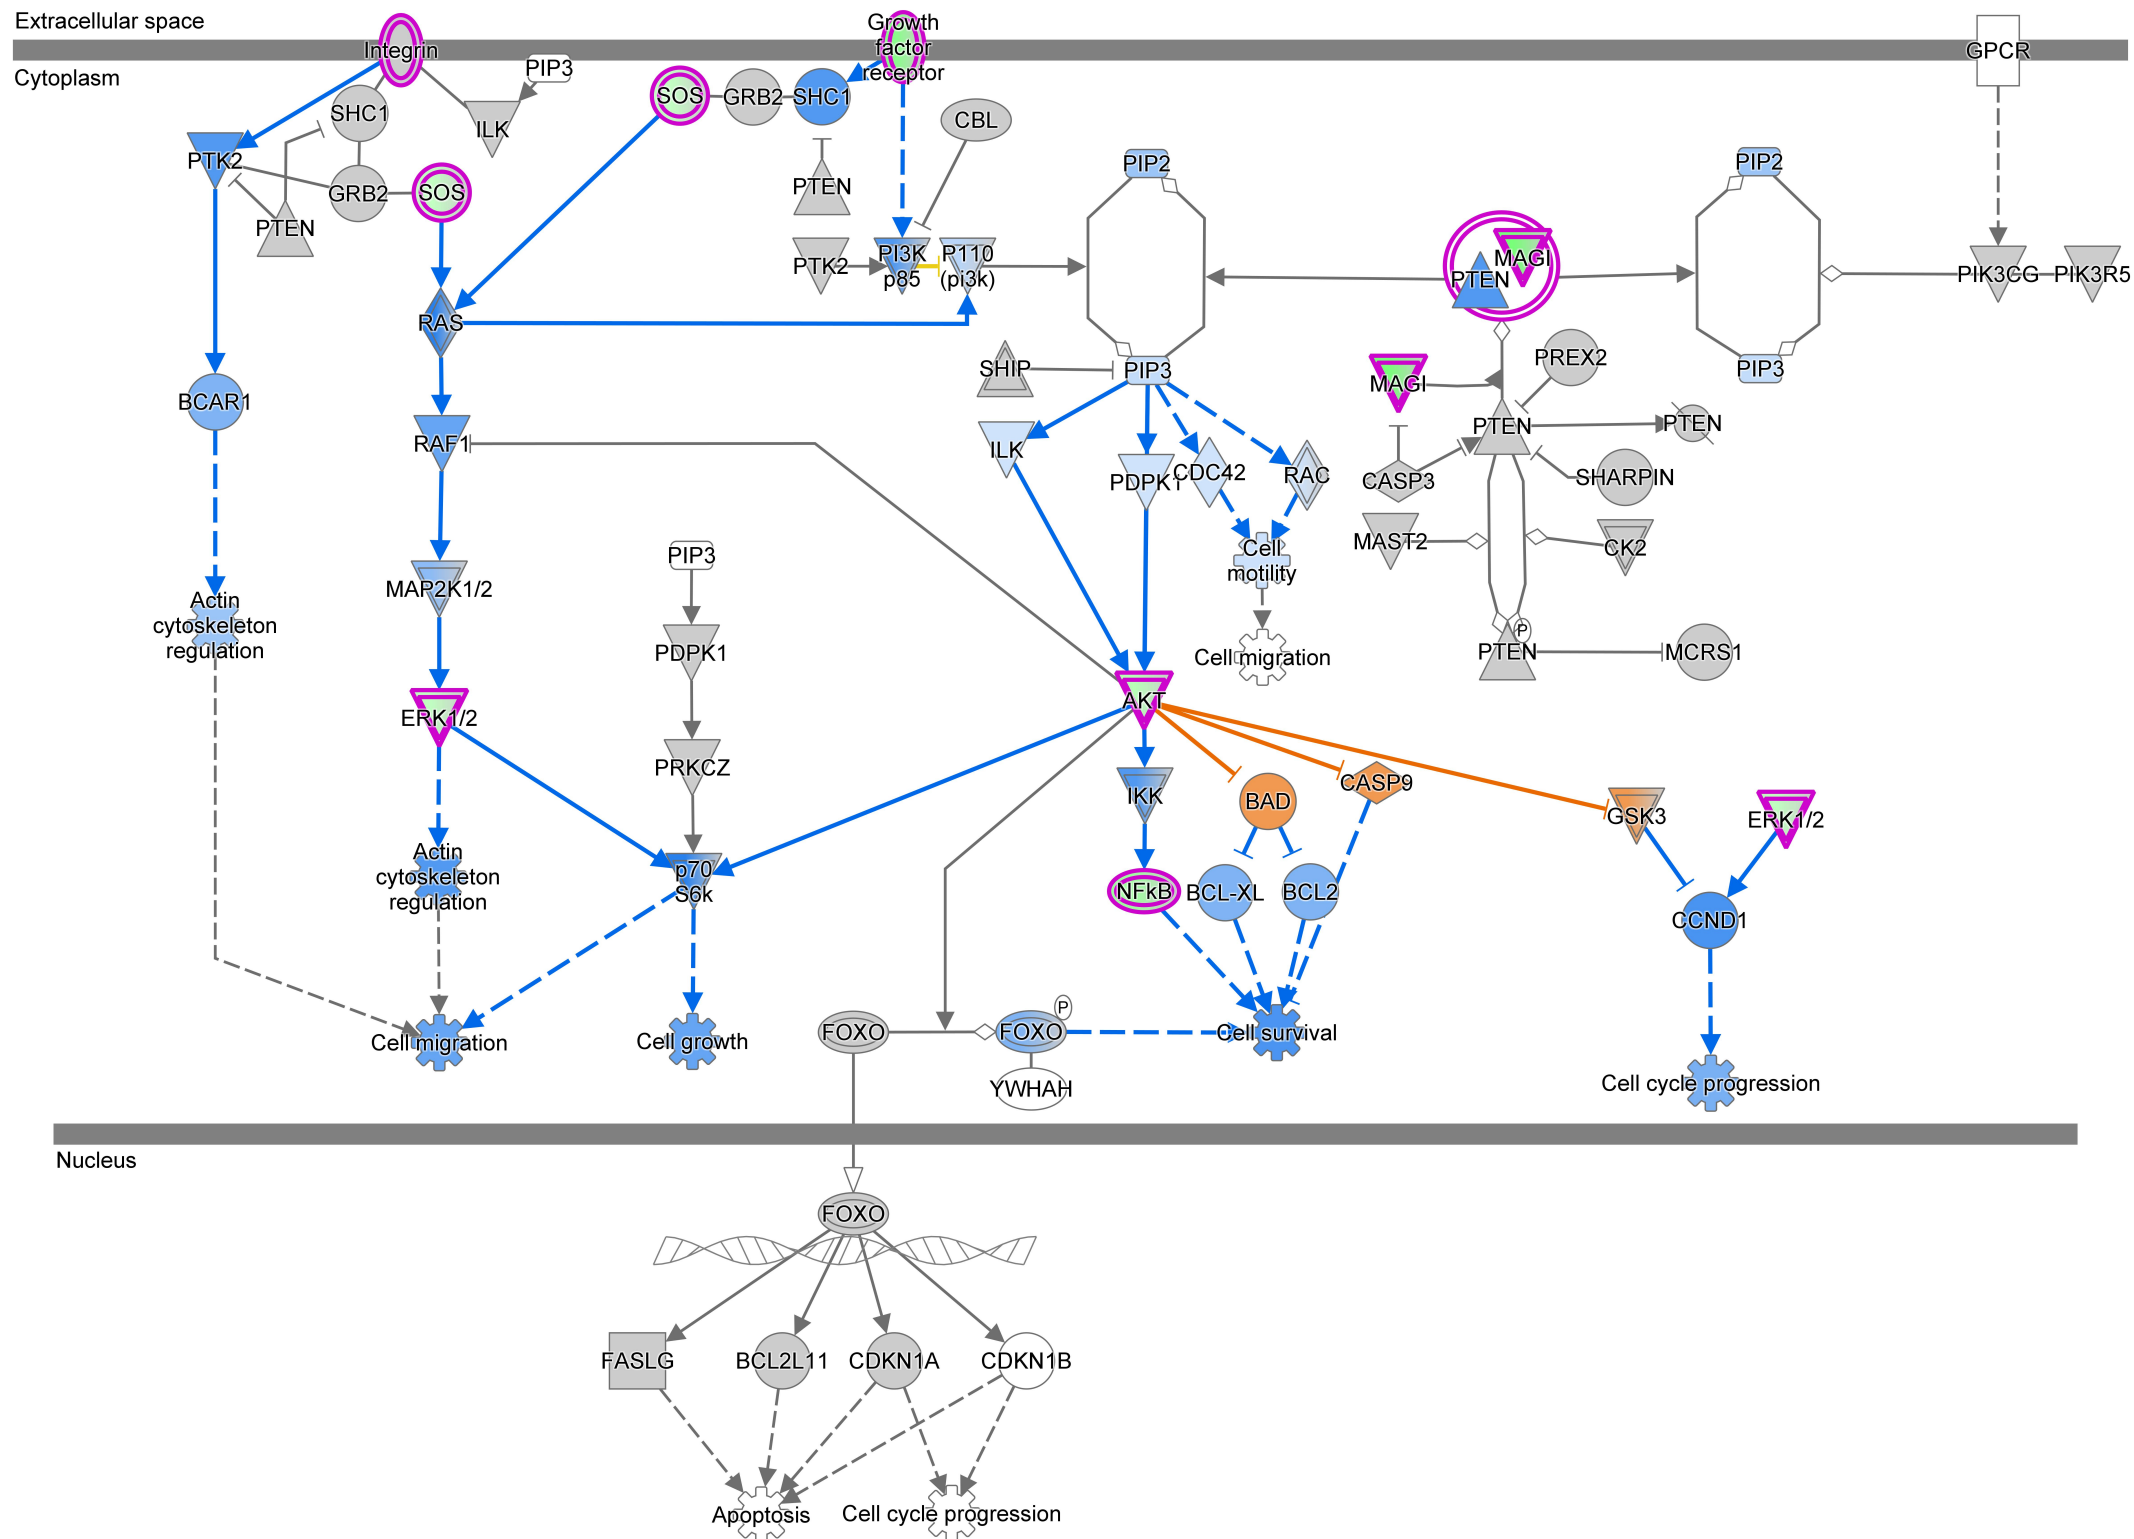

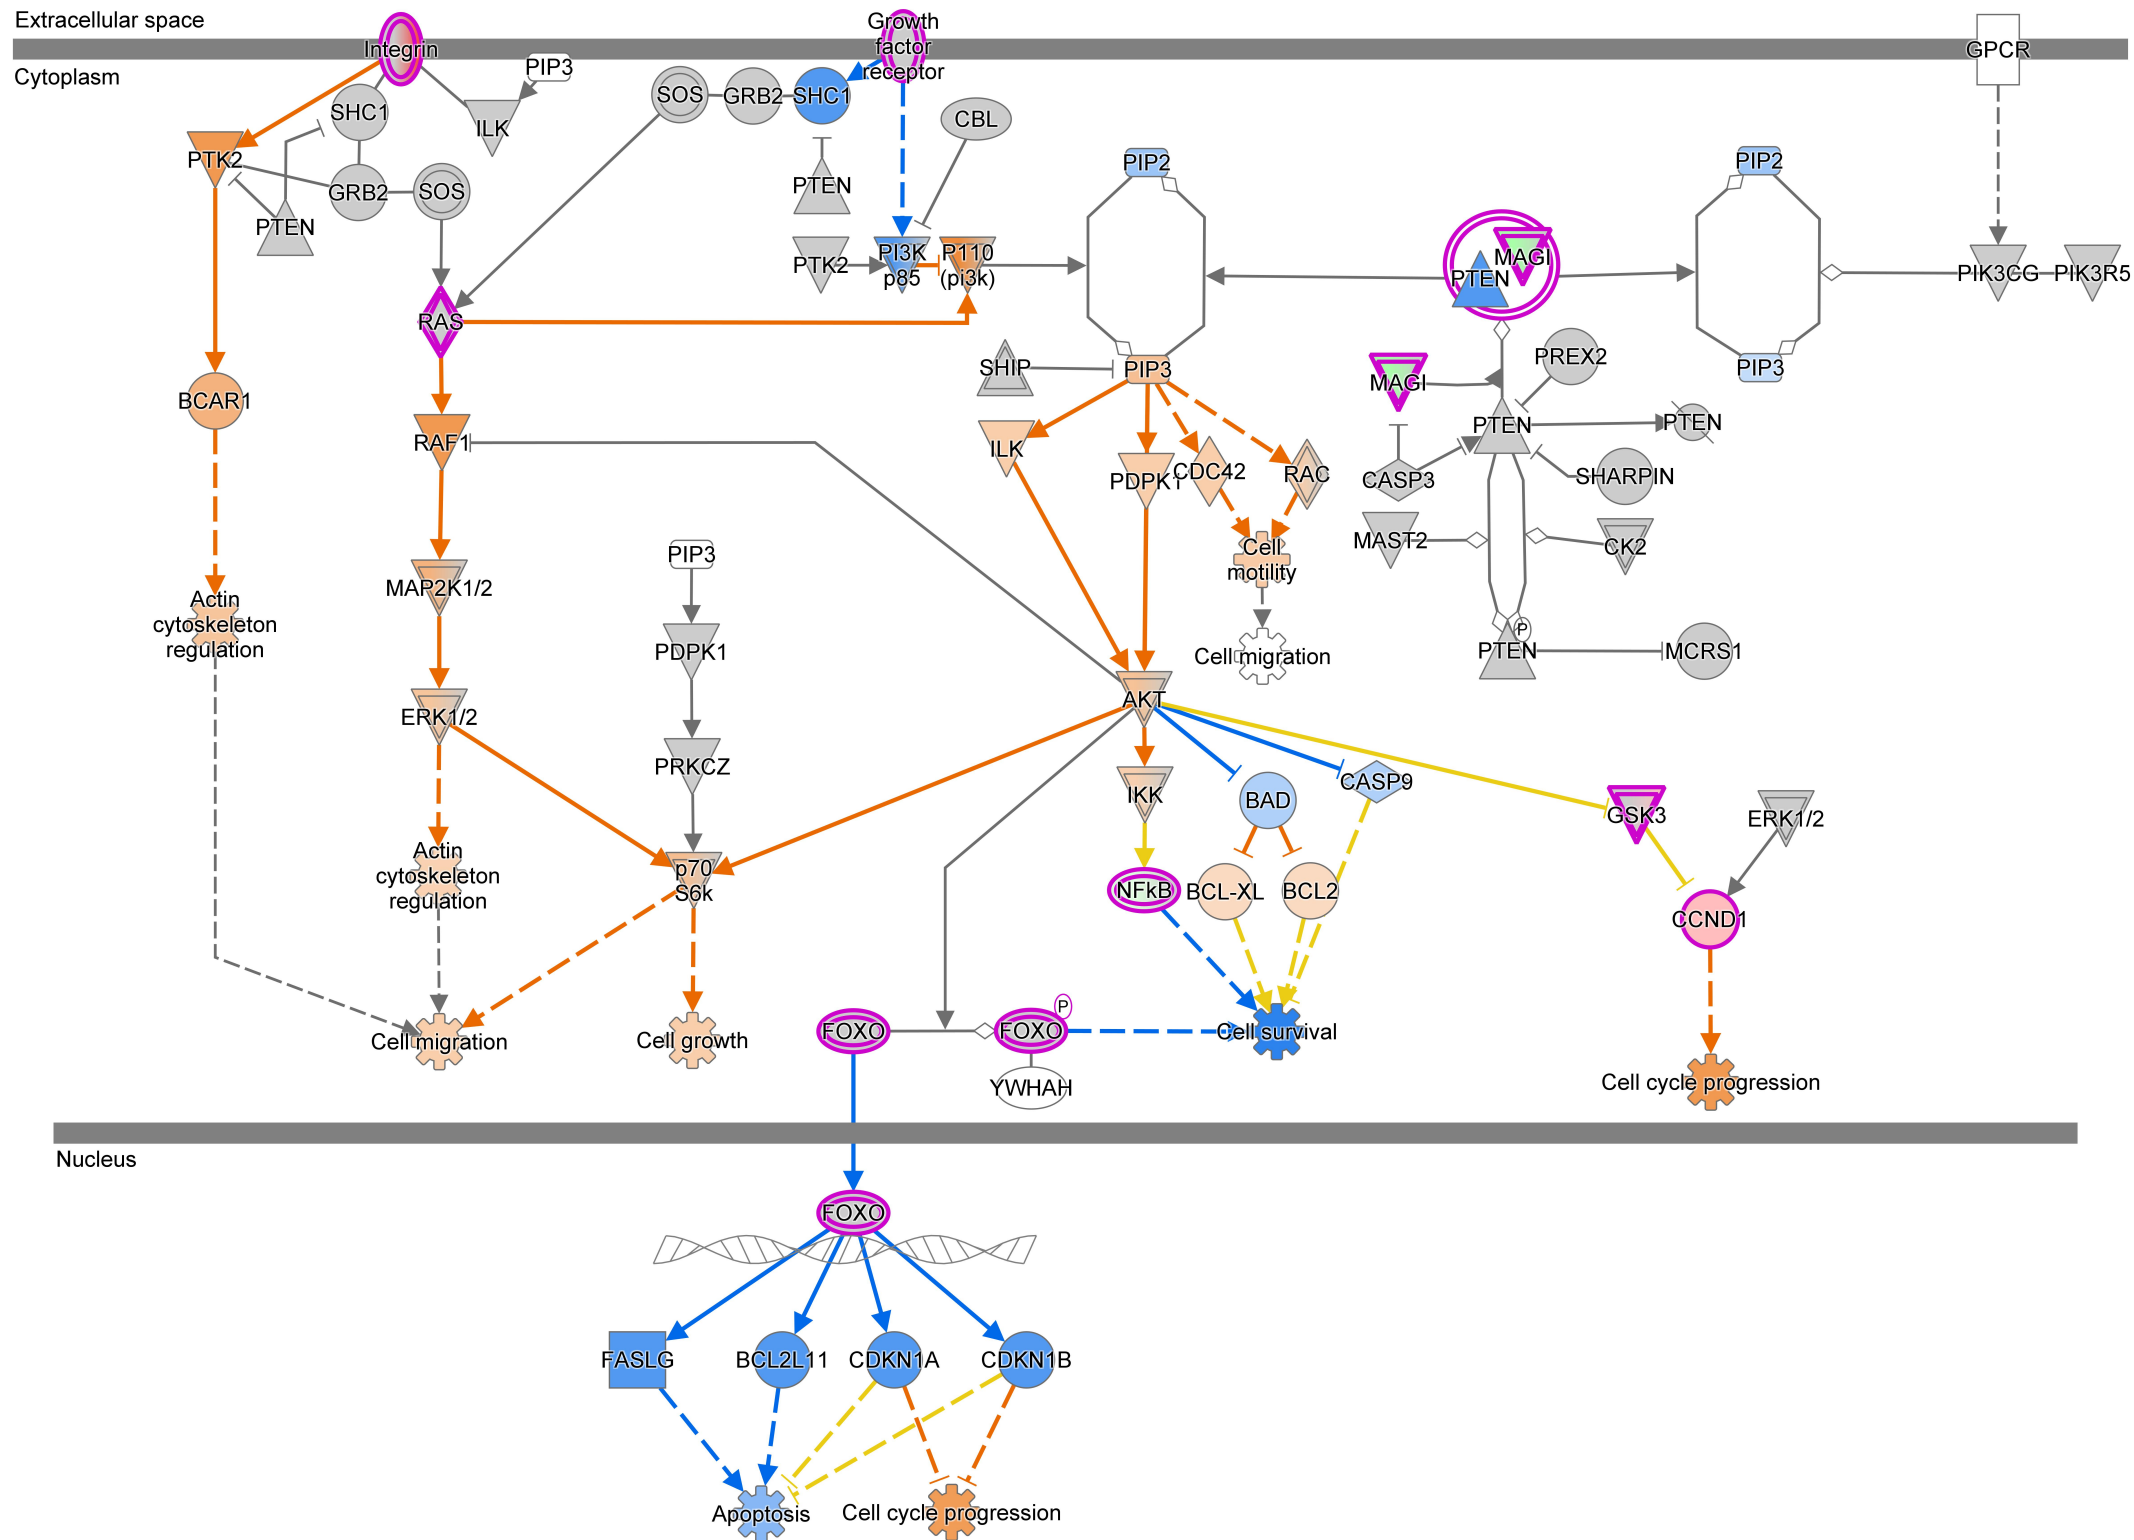

# IPA Legend

Übersicht Describes the node shapes, tool bar icons, colors, and more in IPA

Answer

## IPA Legend

This legend provides a key to the main features of Network Explorer, My Pathways, and Canonical Pathways, including molecule shapes and colors as well as relationship labels and types.

### Node Shapes

**Network Shapes**

**Path Designer Shapes**

A high-resolution version of this image can be found here: [Shape legend](#)

### Other molecule symbols:

Degraded protein (shown only in Canonical Pathways)

### Relationship Types and Labels

## Relationship line descriptions

Note: The line directionality may change when the Molecule Activity Predictor (MAP) tool is applied.

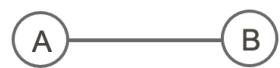 Chemical-chemical interactions, chemical-protein interactions, correlation, protein-protein interactions, RNA-RNA interactions: non-targeting interactions

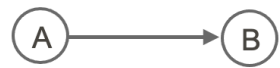 Activation, causation, expression, localization, membership, modification, molecular cleavage, phosphorylation, protein-DNA interactions, protein-RNA interactions, regulation of binding, transcription

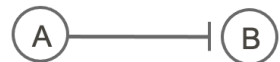 Inhibition, ubiquitination

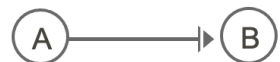 Inhibits and acts on

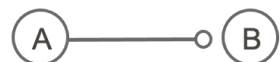 Leads to

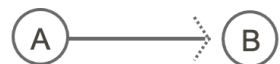 Processing yields

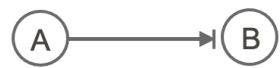 RNA-RNA interactions; microRNA interactions

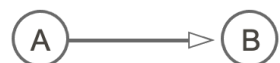 Translocation

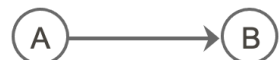 Reaction

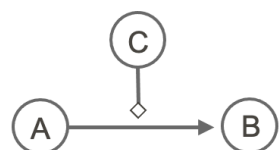 Enzyme catalysis

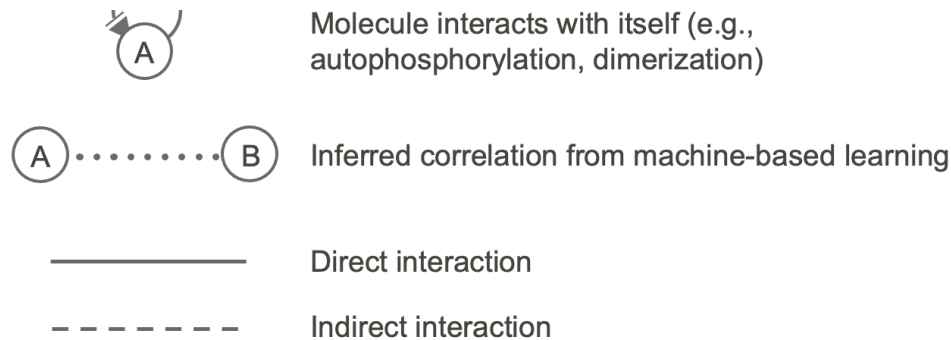

A high-resolution version of this image can be found here: [Relationship legend](#)

A relationship with an X over the line indicates that the interaction does not occur. These relationships are only used in disease pathways to indicate an interaction that would normally happen in the absence of the disease but does not happen in the disease context.

Ubiquitination edges are considered inhibitory towards a recipient protein's activity.

An arrow pointing from A to B signifies different actions for different circumstances, as described below:

### For signaling pathways:

An arrow pointing from A to B signifies that A causes B to be activated (includes any direct interaction: e.g., binding, phosphorylation, dephosphorylation, etc).

### For metabolic pathways:

An arrow pointing from A to B signifies that B is produced from A.

### For ligands/receptors:

An arrow pointing from a ligand to a receptor signifies that the ligand binds the receptor and subsequently leads to activation of the receptor. This binding event does not necessarily directly activate the receptor; activation of the receptor could be caused by events secondary to the ligand/receptor binding event.

## MAP Prediction Legend

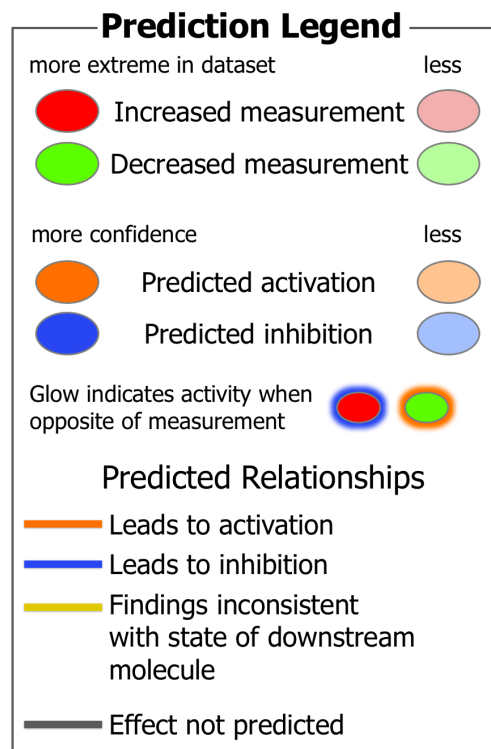

A high-resolution version of this image can be found here: [High-resolution MAP legend](#)

## MAP Prediction Legend for Graphical Summary networks

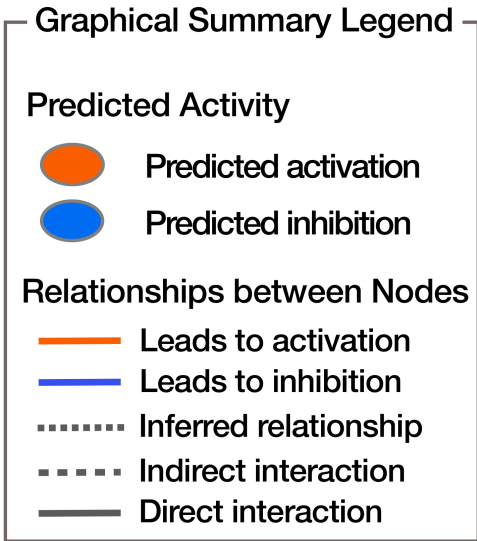

The MAP Prediction Legend for Graphical Summary networks reflects the same information as the MAP Prediction Legend but adds the machine-based learning relationship line (Inferred relationship) that is part of this feature.

A high-resolution version of this image can be found at this link: [High-Resolution MAP Graphical Summary Legend](#)

**Interpretation of MAP relationship lines in networks/pathways**

The coloring and type of relationship lines will often be modified when MAP predictions are applied, as outlined in the table below:

Overlay tags

A high-resolution version of this image can be found at this link: [Tag legend](#).

Fonts and Colors

Fonts

## Molecule fill colors in networks and pathways

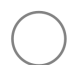

Molecules from the knowledge base – not part of the dataset.

Dataset molecules that did not pass the analysis cutoffs.\*

Analysis-ready molecules (i.e. passed analysis cutoffs and filters used in the analysis). The molecule colors can be set in application preferences.

\*For datasets that contain only identifiers (i.e., no expression or phosphorylation values), the gray fill color identifies the focus (Analysis-Ready) molecules from that dataset.

## Molecule outline colors and decorations on networks and pathways

- 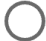 Default outline color.
-  Selected (click outside of node to de-select).
-  Highlighted (right click and choose "reset highlight" to remove highlight).
-  <sup>2</sup> Number of isoforms (splice variant transcripts) in overlaid expression dataset.  
(Hide these badges in the Overlay > Analyses, Datasets & Lists menu)
-  <sup>3</sup> Number of phospho sites in overlaid phosphoproteomics dataset.

**Molecule color intensity:** The intensity of red and green molecule colors indicates the degree of up-or-down-regulation, respectively, in an Expression dataset, and increase or decrease in phosphorylation in a Phosphorylation dataset. If normalized ratio, fold change, or log ratio/log fold change is chosen as the Expression or Phosphorylation Value type, a greater intensity of green represents a higher degree of down-regulation or decrease in phosphorylation, and a greater intensity of red represents a higher degree of up-regulation or increase in phosphorylation. In contrast, for the value types intensity/RPKM/FPKM/ Expr Other, p-value, and False Discovery Rate/ q-value, all Analysis-Ready Molecules are red by default; and a higher color intensity represents a lower (and thus more significant) value.

Molecule coloring can be customized in Application Preferences. For more information on molecule coloring, click [here](#).

## Tool Icons

### Networks and pathways toolbar

## Graph Navigation Tools

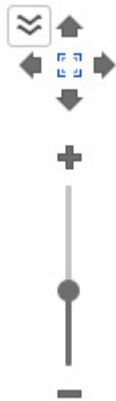

This tool is available from networks and pathways. The arrow keys allow you to move the network left, right, up, and down. The "+" button acts as a Zoom In tool. The "-" button is a Zoom Out tool. Clicking the circle in the center fits the network to the screen.

Clicking the double arrow on the top left side of the screen opens an overview of the network so that you can determine where on the page you are currently focusing.

## Path Designer Tools

Titel      IPA Legend

URL-  
Name      Legend

How the deposited data were processed for this re-analysis (not part of the article)

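Single cell RNA sequencing of equine endometrial fibroblasts was analysed for 2 of the study's treatment groups, the control and 10 ng/ml TGF-β1 for 24 h. Each group was 1 droplet library of cells pooled from 4 mares. The MFGE8-treated cells and the in situ hybridization were not analysed here. The deposited counts of each library are UMI counts per gene and cell barcode, made by the authors with Cell Ranger against EquCab3.0 and the Ensembl annotation, for barcodes called as cells. The methods name Cell Ranger 7.1.0 and the file headers name 8.0.1. The counts were checked to be whole numbers, and the number of barcodes equals the estimated number of cells in Supplementary Table M1. The study's UMI, gene and mitochondrial filters and its removal of doublets had not been applied to them.

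Cells with at least 20000 UMIs, at least 3500 genes and under 4% of UMIs on genes whose symbol starts with MT- were kept, as in the study. The doublets and mares that the study called with Souporcell rest on the reads, and neither step was repeated. Scrublet, in scanpy 1.11.5, was run on the kept cells, found almost no doublets and was used only as an alternative. UMIs of the kept cells were summed per library and per rebuilt cluster in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and scaled to CPM. Ratios are TGF-β1 over control on the log2 scale without a pseudocount, and no ratio is given for a gene with 3 or fewer UMIs in both libraries or in either library of a cluster. The figures were drawn in matplotlib 3.10.9. Intervals at the 95% level are exact binomial for shares and ratios, and come from 1000 Poisson draws for the medians of lists. They cover counting error only. The depth of about 210497250 kept control UMIs and 219731144 kept TGF-β1 UMIs makes them narrow for abundant genes, and the difference between mares or between repeated cultures is not in them.

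Clusters were rebuilt in Seurat 5.3.0 with SeuratObject 5.2.0 in R 4.3.3, with log normalization, 2000 variable genes, 30 dimensions, canonical correlation integration and resolution 0.5. The cycling markers were fixed in advance. The rule that names a cluster cycling-like, at least 3 markers more than 2-fold higher than in the other cells, was set after seeing the data, because no cluster met an earlier rule that asked for 3 markers among its 10 leading genes. To compare shares of cells at equal depth, each kept cell was thinned to 20000 UMIs. The clusters differ from the study's, which were built with the MFGE8-treated cells and after removal of doublets, and they were not matched to the study's cluster numbers.

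The lists are the collagen chains (every symbol of that form), collagen modifying enzymes, complement, interferon alpha/beta, interferon gamma, mitosis, S phase, growth factors, matrix remodeling genes and genes known to respond to TGF-β. They were written before the data were examined, as were the main settings, and are not the lists of Ingenuity Pathway Analysis. The growth factor list holds genes that the paper names as changed by TGF-β1. So do *LOX*, *FN1*, *TIMP1* and *SPOCK3* in the matrix remodeling list, and neither median is independent of the paper's results. By symbol, 8 complement, 8 interferon alpha/beta, 6 interferon gamma, 3 mitosis and 1 collagen modifying gene were not found. A list's median covers its genes with a mean of at least 1 CPM, and its percentile is among 10000 random lists drawn from 20 bins of expression. The interferon lists share genes. The count of changed genes covers genes with a mean of at least 10 CPM and a ratio of more than 2-fold. The text names genes that the paper names, the 5 largest changes in either direction among list genes with a mean of at least 10 CPM, and the 10 largest in each direction among genes with a symbol, a mean of at least 10 CPM and the same direction in every rebuilt cluster with at least 50 cells of each library.

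With 1 library per condition, no test was made and no p-value is given, and library preparation and condition cannot be told apart. The study tested genes within its clusters in edgeR and used Ingenuity Pathway Analysis. Neither was run here. The alternatives were all deposited barcodes, Scrublet doublets removed, cells above the 98th percentile of UMIs removed, a median-of-ratios size factor, the mean of per-cell CPM, mitochondrial genes left out of the total, cluster shares standardised over both libraries, other CPM minimums, a 1.5-fold limit, a UMI minimum of 10000, a mitochondrial limit of 6%, resolutions of 0.3 and 0.8, no integration, and cells called cycling by markers. Removal of the 6% highest Scrublet scores, and counts of changed clusters at the other resolutions and without integration, were added after seeing the data. The ratios were tested on simulated data with 200 changed genes, of which 180 stayed above the CPM minimum. All 180 were found, with 0 false calls among 7630 genes, and 95.6% of the intervals held the true value. The simulated counts were Poisson draws around the proportions of the control library, with every change set well beyond the 2-fold limit. Such a result was close to fixed in advance and checks the calculation only. The simulation held no variation between cells, clusters, mares or libraries.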

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

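The tests of cluster mixture, mare mixture and library preparation were chosen only after the results were seen.

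Among the 10 genes with the largest rises, 8 are outside those the paper's text discusses, each above its level in the control library. Their log2 ratios of TGF-β1 over control were 3.73 for *IL11* (150.0 to 1993 CPM), 3.53 for *FAM216B* (3.78 to 43.7 CPM), 3.44 for *KCNQ5* (1.95 to 21.1 CPM), 3.26 for *TOX* (3.11 to 29.7 CPM), 3.19 for *GARIN5B* (2.63 to 23.9 CPM), 3.14 for *TLL1* (4.98 to 43.8 CPM), 3.09 for *NRIP3* (4.37 to 37.2 CPM) and 2.95 for *ANKRD1* (41.7 to 321 CPM). The ranking took only genes with the same direction in all 8 rebuilt clusters, so a rise in each of them was fixed by selection. The size of the rise in the clusters was 5.28-fold to 52.7-fold. Over the 8 alternatives that apply to single genes, the log2 ratios of these genes stayed between 2.92 and 3.74. After thinning, *IL11* was found in 58.0% of control and 98.8% of TGF-β1 cells.

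Technical explanations were tested on all 339 genes more than 2-fold apart, of which these are 8. A different mixture of the rebuilt clusters is argued against, since 326 of the 339 stayed more than 2-fold apart in the same direction with the cluster shares standardised. The same holds for a few cells of very high UMI count, with 335 once cells above the 98th percentile were removed. The rebuilt clusters come from integration, which aligns the 2 libraries, so a population held by 1 library only could not be seen this way. Without integration, most clusters were almost all of 1 library. After thinning, which gives every cell equal weight, 327 stayed so. Thinning cannot test a difference in depth per cell for these ratios, since CPM already divide by depth. For a different mixture of mares, the largest ratio of a mare's shares of cells in the paper's Supplementary Table M3 was 1.505. It bounds the change from mixture alone only if the kept cells had these shares and the mares had similar UMIs per cell. Neither was checked, so mixture is not excluded for genes little more than 2-fold apart. The smallest rise among the 8 genes above, that of *ANKRD1*, was 7.70-fold, far above 1.505. Library preparation stays open. With 1 library per condition, it cannot be told apart from TGF-β1, and an effect of TGF-β1 on these genes is a hypothesis that these libraries do not settle.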

How the results depend on the processing

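The removal of the 6% highest Scrublet scores was chosen only after the results were seen.

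No paired analysis was possible because the cells of the 4 mares were pooled in each library and were not assigned to mares here. The medians of the collagen, complement, interferon and mitosis lists kept their sign under every alternative run on them. A minimum mean of 10 CPM moved the complement median to -1.59 and the interferon alpha/beta median to -0.53, because only 5 and 16 genes were left. The count of 339 genes more than 2-fold apart rose to 837 with a minimum mean of 1 CPM and to 970 with a 1.5-fold limit, both by construction, and lay between 333 and 348 under the other alternatives, which kept between 326 and 339 of the same genes in the same direction.

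A UMI minimum of 10000 kept 4582 TGF-β1 cells. Without integration, the cycling-like share was 2.48% (2.02% to 3.02%) of control and 3.21% (2.72% to 3.77%) of TGF-β1 cells. These intervals overlap, which is not a test of a difference, and none was made. The mitosis median in the cycling-like clusters was then -1.05. Calling cells by at least 3 cycling markers after thinning gave 9.26% of control and 7.91% of TGF-β1 cells. For these changes the cause was not tested.

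Of 83 named genes, none moved beyond its counting interval when Scrublet doublets were removed, a setting that removed 2 cells and so says nothing about doublets. Under all deposited barcodes 4 moved in the same direction, under removal of cells above the 98th percentile 9, under the median-of-ratios size factor 6, under the mean of per-cell CPM 16, without mitochondrial genes 2, with cluster shares standardised 17, and without the highest Scrublet scores 4. The signs of 3 genes reversed, and the cause was not tested: *CDH1* to 1.87 with all deposited barcodes, *PECAM1* to 0.031 with the mean of per-cell CPM, and *COL4A2* to 0.023 with that mean and to 0.022 without cells above the 98th percentile. The counting intervals of all 3 hold 0 in the kept cells. Depth limits *EPCAM*, with 1 control and 3 TGF-β1 UMIs, for which no ratio is given, and *PDGFB*, which had more than 3 UMIs in both libraries in 3 of the 8 rebuilt clusters.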

Differences from the paper's values

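The counts by cluster at other resolutions and without integration were chosen only after the results were seen. The paper's counts of clusters also required a false discovery rate under its limit and refer to the paper's own clusters, whereas the counts here rest on size alone in rebuilt clusters. The alternatives set before the data were examined that were run on these counts are Scrublet doublets removed, cells above the 98th percentile of UMIs removed, the median-of-ratios size factor, the mean of per-cell CPM, and mitochondrial genes left out of the total.

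The paper reports *PDGFA* as higher in 1 cluster, and it was more than 2-fold higher in 0 of the rebuilt clusters. It was 0 under each of those 5 alternatives and at resolutions of 0.3 and 0.8. Without integration it was 1, a setting chosen after seeing the values, in which most clusters are almost all of 1 library.

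For *TGFA* the paper's number is 3 clusters, against 5 here. It was 6 with cells above the 98th percentile removed and with the mean of per-cell CPM, and 5 under the other 3 of those alternatives, so that none of the 5 closed the gap. Of the settings chosen after seeing the values, a resolution of 0.3 gave 3 of 6 clusters, a resolution of 0.8 gave 6 of 11 and no integration gave 1.

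For *CCN2* the paper's number is 4 clusters, against 2 here. With cells above the 98th percentile removed, and with the mean of per-cell CPM, the number was 3, which is within 1.5 times the paper's. With Scrublet doublets removed, the median-of-ratios size factor, or mitochondrial genes left out of the total, it was 2. Of the settings chosen after seeing the values, a resolution of 0.8 gave 3 of 11 clusters, a resolution of 0.3 gave 1 of 6 and no integration gave 2.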

Other observations

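All tests in this part were chosen only after the results were seen, except those that thinned the cells for the share with cycling markers and for the mitosis genes and the comparison of the 2 shares of cells with cycling markers inside the cycling-like cluster, though not the bound drawn from their intervals.

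*VIM*, the fibroblast marker, fell by 0.97 on the log2 scale after TGF-β1 (interval -0.98 to -0.97), while other markers of the fibroblast list, chosen after their values were seen, went both ways, as *PDGFRA* fell by 1.60, *THY1* fell by 1.30 and *COL3A1* rose by 0.33. A few genes taking more of the counts would lower all genes alike, and the median log2 ratio of genes with at least 10 CPM was 0.0082, which argues against it. A different mixture of the rebuilt clusters is argued against by the smallest fall of *VIM* in any of them, -0.865. Integration could hide a population held by 1 library only, which this does not test. With 1 library per condition, library preparation and TGF-β1 cannot be told apart for *VIM*.

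*KRT8* fell by 4.67, the largest fall among the genes ranked. Epithelial cells with *EPCAM* or *CDH1* in the control library are argued against, since these together had 7 UMIs in all control cells, where *KRT8* had 24061. Cells with keratins but without these genes are not. *KRT7* fell too, from 4066 to 1548 UMIs (-1.46), and *KRT7* and *KRT8* were among the 10 leading genes of rebuilt cluster 3. In each of the 7 rebuilt clusters with more than 3 *KRT8* UMIs in both libraries, *KRT8* was more than 2-fold lower after TGF-β1. A different mixture of mares is argued against by the smallest ratio of a mare's shares in the paper's Supplementary Table M3, 0.716, which is far above the ratio of *KRT8*, 0.0392. A response of fibroblasts to TGF-β1 and library preparation both stay open and were not tested apart.

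At or over the mitochondrial limit of 4% were 242 of 4384 control barcodes (5.52%, 4.86% to 6.24%) and 446 of 5124 TGF-β1 barcodes (8.70%, 7.95% to 9.51%). Broken cells or debris of low UMI count may account for this, since 98.21% of these barcodes in the TGF-β1 library and 84.7% in the control library were under the UMI minimum. Preparation of the libraries may also contribute, as the paper's viability before loading was 95.6% for TGF-β1 and 98.78% for control, from 1 pool each. Above the UMI minimum the direction was opposite, with 0.948% of control and 0.177% of TGF-β1 barcodes over the limit. An effect of TGF-β1 on the cells was not tested.

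The paper states that cluster 1, almost all of mare 1, is more resistant to TGF-β1, as fewer genes changed in it. In the paper's Supplementary Table M3, the other mares have at most 7 cells of cluster 1 in a library. A candidate explanation is that few cells of 3 of the 4 mares left the test of that cluster with little power, if mares were the samples of that test, which the text of the methods does not state. It was tested on the paper's own folds, of which only the leading genes by p-value were read, 1998 for cluster 0 and 1552 for cluster 1. Among the genes that the paper's text names, 7 pass the paper's limits in the part read for cluster 0 and are in the part read for cluster 1. Over these 7, the paper's log2 fold in cluster 1 was a median of 0.963 of that in cluster 0 (0.834 to 1.34), and 4 of them do not pass in cluster 1. For *FN1*, the paper's fold changes are 2.84 in cluster 0 and 2.52 in cluster 1, with FDRs of 6.4e-09 and 0.0647. *KRT8*, which the paper's text does not name, passes in both clusters, with a ratio of 0.721. Reading only the leading genes favours those with larger changes in cluster 1. *PDGFB* and *PDGFC*, which the paper's text gives as higher in cluster 0, could not be compared, nor could *IFNAR2*, which passes in the part of the table read for cluster 0, so the explanation stays open. Whether cluster 1 is a population that responds less cannot be told apart from this with the rebuilt clusters, which are not matched to it. Across them, the slope of the log2 ratios of the 339 genes on those of the other cells was between 0.899 and 1.06.

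With integration, the cycling-like cluster held a similar share of both libraries, while its mitosis genes were lower after TGF-β1. The median of the mitosis genes in the cycling-like cluster was -0.65 before thinning and -0.782 after it, farther from 0. Thinning gave every cell equal weight, and the fall remained. It cannot test a difference in depth per cell for these levels, since CPM already divide by depth. In that cluster, 73.08% (65.4% to 79.9%) of the TGF-β1 cells and 77.0% (69.0% to 83.8%) of the control cells had at least 3 cycling markers after thinning. More cells with fewer than 3 markers placed in it from the TGF-β1 library are argued against as the cause of the whole fall. The lowest log2 ratio of these shares that the intervals allow is -0.358. For part of the fall, such cells and lower levels per cell cannot be told apart, as the intervals overlap. The marker *NUSAP1* was found in 92.1% of control and 96.5% of TGF-β1 cells after thinning. Cells with few other cycling transcripts can therefore pass the count, and the argument does not cover them. Over all cells, the share with at least 3 markers went from 29.0% of control and 23.4% of TGF-β1 cells before thinning to 9.26% and 7.91% after it. Thinning made the depth of all cells equal, so what is left of the gap in that share is not one of depth. It may still be counting error, as the last intervals overlap. Overlap is not a test of a difference, and none was made, so fewer cells with cycling markers stays open. For the level of the markers, thinning cannot test a difference in depth per cell, since CPM already divide by depth. The median log2 ratio of the 9 cycling markers over all cells after thinning was -0.677 (-0.983 to -0.263 over resampled cells), with 7 lower and 2 higher.

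Of other genes the paper names, *MFGE8* had 282 CPM in the control and 359 CPM in the TGF-β1 library (log2 ratio 0.35, 0.33 to 0.36) and was higher in all 8 rebuilt clusters. *TGFB1* had a log2 ratio of -0.08 (-0.14 to -0.02), *ACTA2* 0.39, *LIF* 0.52, *LIFR* 0.27, *WNT5B* 1.47 and *TNFAIP3* -0.95. These are values for TGF-β1, and the paper's statements on several of them are about MFGE8.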
